# Artificial Diploid *Escherichia coli* by a CRISPR Chromosome‐Doubling Technique

**DOI:** 10.1002/advs.202205855

**Published:** 2023-01-15

**Authors:** Pengju Wang, Dongdong Zhao, Ju Li, Junchang Su, Chunzhi Zhang, Siwei Li, Feiyu Fan, Zhubo Dai, Xiaoping Liao, Zhitao Mao, Changhao Bi, Xueli Zhang

**Keywords:** bio‐evolution, CRISPR, polyploidy, synthetic biology

## Abstract

Synthetic biology has been represented by the creation of artificial life forms at the genomic scale. In this work, a CRISPR‐based chromosome‐doubling technique is designed to first construct an artificial diploid *Escherichia coli* cell. The stable single‐cell diploid *E. coli* is isolated by both maximal dilution plating and flow cytometry, and confirmed with quantitative PCR, fluorescent in situ hybridization, and third‐generation genome sequencing. The diploid *E. coli* has a greatly reduced growth rate and elongated cells at 4–5 µm. It is robust against radiation, and the survival rate after exposure to UV increased 40‐fold relative to WT. As a novel life form, the artificial diploid *E. coli* is an ideal substrate for research fundamental questions in life science concerning polyploidy. And this technique may be applied to other bacteria.

## 1 Introduction

The technological basis of synthetic biology is the construction and implementation of novel genetic systems and remodeling of natural biological systems. This leads to the ultimate question: Can humans create artificial life? In 2010, US scientist J. Craig Venter and his research team reported the world's first semisynthetic life form, a *Mycoplasma* with a nearly identical version of its natural chromosomes synthesized in vitro using chemical methods.^[^ ^1^ ^]^ This work officially heralded the onset of synthetic biology. Since then, the progress of synthetic biology is represented by milestones at the genomic scale, which includes the creation of a bacterium with an entirely synthetic genome^[^ ^1^ ^]^ and the construction of a designer yeast chromosome.^[^ ^2^ ^]^ In 2019, Shao et al. fused the 16 natural chromosomes of the single‐cell eukaryote *Saccharomyces cerevisiae* into a single functional chromosome.^[^ ^3^ ^]^ This work further demonstrated that natural life systems could be significantly modified at the genomic scale by human intervention. These studies demonstrated the great innovation capacity of synthetic biology. Inspired by these great advancements, here we aim to create an artificial polyploid model bacterial strain.

A genome is defined as the haploid (single copy) set of chromosomes with the genes they contain. Cells containing two or more complete sets of chromosomes are designated as diploid or polyploid, respectively. The number of chromosomes is probably the most important property of all organisms, and is genetically conserved. Polyploidy is exceedingly rare in animals, only with a few examples in lower animals, and almost none in higher animals. In the plant kingdom, the situation is quite different, and polyploidy is estimated to be present in half of all plant species. The proportion even increases to two‐thirds in higher plants. Influenced by earlier studies mostly based on model microorganisms such as the *Escherichia coli* (*E. coli*) (Gram‐negative) and *Bacillus subtilis* (Gram‐positive), bacteria are usually considered to only contain one circular chromosome.^[^ ^4^ ^]^ However, with the expansion of study scope and fast development of genome sequencing, polyploid bacteria and archaea were recently discovered, which mainly belong to the phyla Cyanobacteria, *Deinococcus‐Thermus* and *Euryarchaeota*.^[^ ^5^, ^6^, ^7^ ^]^

Biological polyploidy may involve multiple intracellular biological processes, and imbue organisms with growth advantages. Many crops including coffee, bananas, peanuts, tobacco, kiwifruit, and strawberries were unwittingly selected as polyploids for their exaggerated traits such as large fruits, seeds, and leaves.^[^ ^8^ ^]^ In recent years, considerable progress has been made in the study of the mechanisms of eukaryotic polyploidy and genome biology.^[^ ^9^, ^10^, ^11^ ^]^ Since there was only culturing method to obtain corresponding haploid and polyploid plants and yeasts, scientific research concerning the mechanism and function of polyploidy was mainly limited to a few species of eukaryotes.^[^ ^12^, ^13^ ^]^ Due to the lack of molecular technique to create artificial haploid and polyploid cells for the comparison study, research focusing on polyploidy in other kingdoms were very rare. A simple research model, ideally a fundamental model cell with both haploid and diploid configuration is necessary to be constructed for the polyploidy studying.

With the development of CRISPR genome editing techniques, researchers have obtained much more powerful tools to manipulate cellular chromosomes than before. In this work, we developed a theoretically universal CRISPR‐based technique to create artificial polyploid bacteria. We successfully created the first model organism, *E. coli*, to contain two chromosomes. This work can provide an ideal pair of objects, diploid and haploid *E. coli*, for conducting experiments for answering quite a few fundamental biological questions concerning the polyploidy.

## 2 Results

### 2.1 Design of a CRISPR‐Based Chromosome‐Doubling Technique

In order to create a second chromosome in *E. coli*, a CRISPR‐based strategy was designed as illustrated in **Figure** **1**. First, we inserted an editing cassette carrying the functional elements, including a left homologous arm (L), the left half of the ampicillin resistance gene (*ampr*_L), two CRISPR/Cas9 recognition regions (N20PAM), a chloramphenicol resistance gene (*cat*), the right half of ampicillin resistance gene (*ampr*_R), and a right homologous arm (R), into a target locus on the *E. coli* chromosome by homologous recombination, forming a chromosome bearing a chloramphenicol resistance gene (Chr.*cat*). Subsequently, a CRISPR/Cas9 system was expressed with gRNA to induce two double‐strand breaks (DSB) at two inserted N20PAM sequences inserted as part of the editing cassette, which caused a DSB‐mediated intra‐chromosomal recombination event between the *ampr*_L and *ampr*_R homologous arms. Thus, a second chromosome carrying an ampicillin resistant gene (Chr.*ampr*) was created from the original chromosome (Chr.*cat*). When both ampicillin and chloramphenicol were supplemented, the antibiotic pressure forced the cell to retain both chromosomes, and a diploid *E. coli* was created (Diploid^Amp&Cm^). As a control, Haploid^Amp^ *E. coli* containing Chr.*ampr* was generated when ampicillin was supplemented. We designed the method employing fundamental cellular mechanisms, so that it might be universally applicable to prokaryotic organisms.

**Figure 1:**
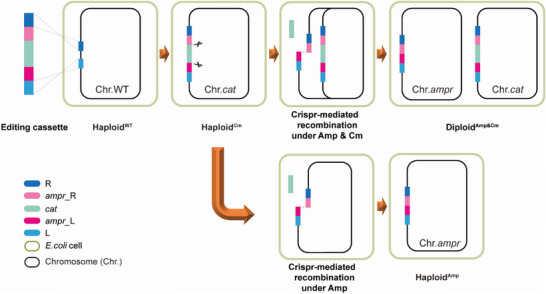
Schematic of the CRISPR‐based chromosome‐doubling technique. The editing cassette is inserted into the chromosome by homologous recombination, forming a chromosome bearing a chloramphenicol resistant gene (Chr.*cat*). Subsequently, the CRISPR/Cas9 system is expressed to generate two double‐strand breaks (DSB) at two inserted N20PAM sequences, after which a DSB‐mediated intra‐chromosomal recombination event between the *ampr*_L and *ampr*_R homologous arms forms a second chromosome carrying a complete *ampr* gene (Chr.*ampr*). When both ampicillin and chloramphenicol are added, a Diploid^Amp&Cm^ *E. coli* is generated. As a control, Haploid^Amp^ *E. coli* containing the *ampr* gene bearing chromosome (Chr.*ampr*) is generated when only ampicillin is added.

### 2.2 Confirmation of the Diploid *Escherichia coli* Created Using the CRISPR‐Based Chromosome‐Doubling Technique

Starting from the wild‐type *E. coli* strain MG1655, designated as Haploid^WT^, the editing cassette was integrated into the chromosome between the *ddp*X and *dos*P genes to obtain the strain Haploid^Cm^. The timing of inducing the cleavage by Cas9 is the key to the successful preparation of diploid *E. coli*. The Haploid^Cm^ *E. coli* was cultured with fast growing medium. During the exponential phase, multiple replication origins, termini and editing cassettes were presented (Figure 1). At that time, the CRISPR/Cas9 system was induced to make the DSB at one editing cassette, which caused a DSB‐mediated intra‐chromosomal recombination event. Thus, a second chromosome carrying an ampicillin resistance gene, Chr.*ampr*, was formed in the same cell along with the Chr.*cat* chromosome, resulting in the Diploid^Amp&Cm^ *E. coli*. To prevent two copies from being cut by the Cas9, the induction strength was also critical, which could not be too strong that all chromosomes were cut. At least a few cells were allowed to maintain the Chr*.cat* and survive. In fact, most *E. coli* cells were killed at the process, that after overnight induction, a large number of dead cells appeared. The timing of ampicillin addition and inoculation ratio were also important. After overnight induction, cells were transferred into fresh LB medium with ampicillin and the other three antibiotics at an inoculation ratio of 30%. After the culture recovered growth, it was spread on LB agar plates with ampicillin, kanamycin, apramycin, and chloramphenicol.

To identity the diploid *E. coli* strain, a single colony was picked to ensure the purity of the population, which served as the template of identification PCR. Three primer pairs were designed to amplify the key regions spanning the *ampr* and *cat* cassettes, which were specifically present in Chr.*cat* and Chr.*ampr*, respectively (**Figure** **2**A). For the wild‐type strain Haploid^WT^, only the primers F_1_ and R_2_, both with DNA sequences from the chromosome, could generate an amplification product with a size of 1101 bp (Figure 2B). After integrating the editing cassette, amplification products could be obtained from Haploid^Cm^ *E. coli* with all three primer pairs, including F_1_R_2_^Cm^ (3482 bp), F_1_R_1_ (1320 bp), and F_2_R_2_ (2134 bp). After the recombination event under ampicillin selection pressure, Haploid^Amp^ *E. coli* containing the Chr.*ampr* only yielded a specific PCR band with the F_1_R_2_ ^Amp^ primer pair, giving a product of 2337 bp. For identification of the diploid strain containing both Chr.*ampr* and Chr.*cat*, PCR products were obtained with all three primer pairs as illustrated in Figure 2B. Especially with primer pair F_1_R_2_, two amplification products were obtained, one with a size of 2337 bp (F_1_R_2_^Amp^) amplified from Chr.*ampr*, and one with a size of 3482 bp (F_1_R_2_^Cm^) amplified from Chr.*cat*. The PCR identification experiment proved that the diploid *E. coli* strain was successfully constructed.

**Figure 2:**
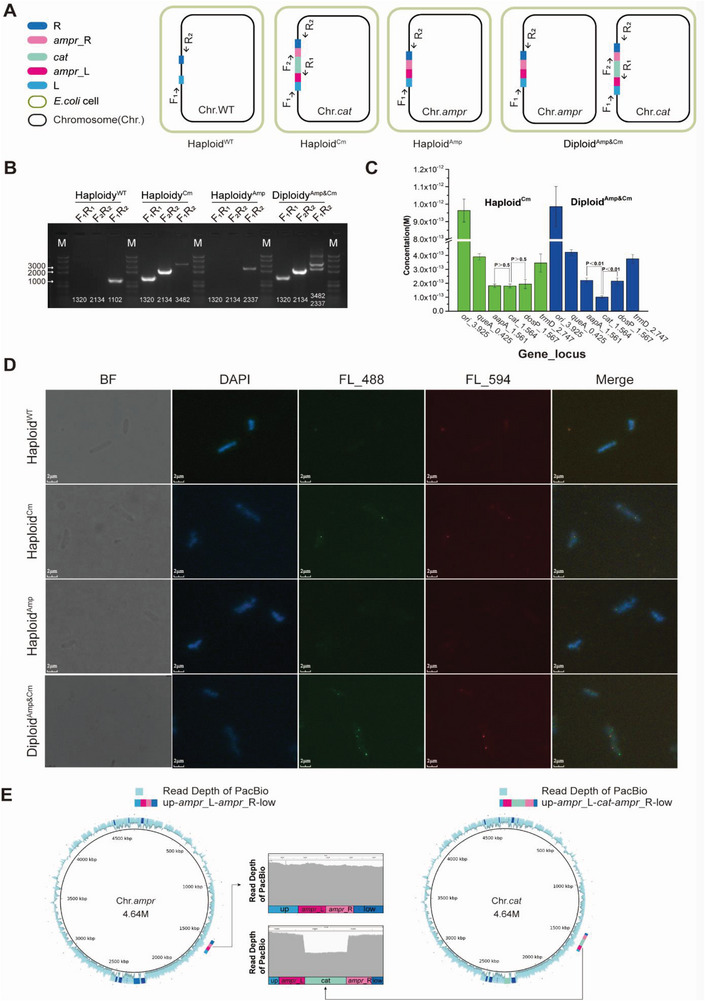
Confirmation of Diploid^Amp&Cm^ *E. coli* with colony PCR, qPCR, FISH, and genome de novo sequencing. A) Three primer pairs were used to amplify the diagnostic bands spanning the *ampr* and *cat* regions. The primer position in the four *E. coli* variants is indicated in the figure. B) Gel picture of colony PCR products with the genomic DNA of the four *E. coli* variants as template. C) Histogram of the concentrations of six genes in Haploid^Cm^ and Diploid^Amp&Cm^ strains adopted from Real‐time PCR. D) The *ampr*_L–*ampr*_R and *ampr*_L–*cat*–*ampr*_R configurations in four *E. coli* variants were visualized by two‐color FISH, the nucleoids were visualized by DAPI staining with fluorescent blue color. The a*mpr*_L–*ampr*_R configuration was probed by the *ampr* probe with fluorescent green color, while a*mpr*_L–*cat*–*ampr*_R configuration was probed simultaneously by the *ampr* probe and the *cat* probe, and appeared fluorescent yellow color, a mixture of fluorescent green color and fluorescent red color. E) Characterization of the Diploid^Amp&Cm^ *E. coli* genome, and Circos plot of the Chr.*ampr* and Chr.*cat*.

In order to confirm the single‐cell status of the tested *E. coli* cells, we experimented with more methods to ensure that the tested population was uniformly grown from single‐cell, but not the mixture of more than one strain. First, we adopted the maximal dilution and plating method to obtain single‐cell formed colonies on the LB agar plate (Figure S1, Supporting Information). Second, we used the flow cytometry method to separate and sort out single cells (Figure S2, Supporting Information). Then we used the single‐cell formed cell culture for analyzing the chromosomal configuration. Specifically, for the maximal diluting and plating method, we initially used the microscope to ensure that the *E. coli* cells in the culture were uniformly dispersed without adhesion (Figure S1A, Supporting Information). Next, the culture was further diluted by 10^4^‐ and 10^6^‐fold, and subjected to the flow cytometry sorting and maximal dilution plating, respectively. With the maximal diluting method, well separated colonies were dispersedly located on the agar plates, which indicated the single‐cell status was achieved. The basic function of the flow cytometry technique is to efficiently sort single particles with the sizes from 0.5 to 40 µm. With the hydrodynamic focusing mechanisms, the single‐cell suspension was ejected as single‐cell lines from the fluid chamber of flow cytometer, and formed single‐cell colonies on the agar plates. To identity the diploid *E. coli* strain, a group of 32 single colonies and a group of 24 single colonies were picked for PCR analysis. Three pairs of primers were used for the validation and the obtained PCR bands showed that all 56 single colonies had the genome configuration of diploid *E. coli* (Figures S1C and S2C, Supporting Information).

### 2.3 Confirmation of Diploid *Escherichia coli* by Quantitative PCR

Since the diploid *E. coli* underwent a complete chromosomal duplication, only the *cat* gene was present as a single copy, while the *ampr* gene and all the endogenous DNA sequences were doubled, even though *ampr* was split by *cat* into *ampr*_L and *ampr*_R on Chr.*cat*. To confirm this, we used a quantitative PCR method adapted from Breuert et al.^[^ ^14^ ^]^ to determine the copy number of the *cat* gene and five endogenous genes. The selected genes and loci were *ori*C_3.925, *que*A_0.425, *ddp*A_1.561, *cat*_1.564, *dos*P_1.567, and *trm*D_2.747. The *ori*C gene was from replication origin, and the *ddp*A gene and *dos*P gene were adjacent to the *cat* gene. While *que*A gene was located between *ori*C gene and *ddp*A gene, and *trm*D gene was between *ori*C gene and *dos*P gene. And their relative loci on the Haplid^Cm^ *E. coli* genome physical map are shown in Figure S3A, Supporting Information.

A fragment of ≈1 kbp was amplified in the *cat* gene, and five endogenous genes were used as references. A series of dilutions of the six samples were prepared, quantified spectrophotometrically, and used as standards for quantitative PCR. The length of the six qPCR fragments was designed to range from 105 to 115 bp (Table S6, Supporting Information). To obtain a standard curve, the logarithm of the molar concentration of the standard sample was plotted to the abscissa, and the measured Ct value was plotted to the ordinate (Figure S3B, Supporting Information). Thus, the molar concentration of a given sample of *cat* and five endogenous genes could be determined from the standard curve according to its Ct. The molar concentration of the *ampr* gene was not measured because no appropriate qPCR primer pairs could be designed.

In the control Haploid^Cm^ *E. coli* strain, the molar concentration of the *cat* gene was determined to be 1.81 ± 0.14 × 10^−13^ m, while those of *ddp*A and *dos*P, adjacent to the editing cassette, were determined to be 1.82 ± 0.12 × 10^−13^ m and 1.94 ± 0.32 × 10^−13^ m in the same sample, there was no significant difference between them (*p* > 0.5). The molar concentration of the *ori*C gene was determined to be 9.63 ± 0.66 × 10^−13^ m, much higher than that of the *cat* gene, adjacent to terminus. Similarly, the molar concentration of *que*A was 3.89 ± 0.23 × 10^−13^ m between *ori*C and *ddp*A, and *dos*P was 3.89 ± 0.23 × 10^−13^ m between *ori*C and *dos*P. These results suggested that the *cat*, *ddp*A, and *dos*P genes had the same copy number in the Haploid^Cm^ *E. coli* strain, which were lower than the amount of other three endogenous genes close to *ori*C. Using a sample prepared from the diploid *E. coli*, the molar amount of the *cat* gene was determined to be 1.01 ± 0.09 × 10^−19^ M, while that of *ddp*A and *dos*P, adjacent to the *cat* gene, were determined to be 2.22 ± 0.18 × 10^−13^ M and 2.16 ± 0.24 × 10^−13^ M. The molar amount of the endogenous gene *ddp*A and *dos*P were roughly twofold that of the *cat* gene, respectively, and the difference was significant (*p* < 0.01), which confirmed the diploid status of the analyzed *E. coli* strain. Similarly, the amount of other three endogenous genes adjacent to the *ori*C were higher than that of *cat* gene close to terminus, which were 4.22 ± 0.20 × 10^−13^ m for *que*A, 3.75 ± 0.31 × 10^−13^ m for *trm*D, and 9.86 ± 1.14 × 10^−13^ m for *ori*C respectively (Figure 2C and Figure S3C, Supporting Information).

### 2.4 Confirmation of Diploid *Escherichia coli* by Fluorescent In Situ Hybridization

Since Chr.*cat* and Chr.*ampr* in the diploid *E. coli* were almost identical, except that the Chr.*cat* contains an a*mpr*_L–*cat*–*ampr*_R configuration, while Chr.*ampr* contains an a*mpr*_L–*ampr*_R configuration. The *ampr* and *cat* genes of Diploid^Amp&Cm^ *E. coli* were probed simultaneously by two‐color fluorescence in situ hybridization (FISH). The probe of *ampr* was stained by Alexa Fluor 488 dye, and the probe of *cat* was stained by Alexa Fluor 594 dye. In the Hapliod^WT^ *E. coli* cells, only the Chr.WT stained with DAPI dye with fluorescent blue color could be observed. In the Haploid^Cm^ *E. coli* cells, in addition to Chr.*cat* stained with DAPI dye with fluorescent blue color, the *ampr*_L–*cat*–*ampr*_R configuration could also be observed, which was defined by the *cat* probe based on the *cat* gene, and defined by the *ampr* probe based on *ampr*_L and *ampr*_R. However, the three probed loci were almost overlapped, the a*mpr*_L–*cat*–*ampr*_R configuration appeared fluorescent yellow color, a mixture of fluorescent green color and fluorescent red color. In the Haploid^Amp^ *E. coli* cells, in addition to Chr.*ampr* stained with DAPI dye with fluorescent blue color, only the *ampr* gene locus defined by *ampr* probe with fluorescent green color could be observed. In the Diploid^Amp&Cm^ *E. coli* cells, the Chr.*ampr* and Chr.*cat* were stained with DAPI dye with fluorescent blue color. The a*mpr*_L–*ampr*_R configuration locus on the Chr.*ampr* was defined by *ampr* probe with fluorescent green color, and the a*mpr*_L–*cat*–*ampr*_R configuration locus on the Chr.*cat* was defined by *cat* probe and *ampr* probe and appeared fluorescent yellow color, a mixture of fluorescent green color and fluorescent red color. The *ampr*_L–*ampr*_R and *ampr*_L–*cat*–*ampr*_R configurations were observed at different locations within the same cell, which confirmed the diploid status of the analyzed *E. coli* strain (Figure 2D).

### 2.5 De Novo Genome Sequencing of the Diploid *Escherichia coli*

De novo genome sequencing of the diploid *E. coli* was performed using PacBio platform and 191 276 high quality reads with 13 151 bp mean read length were obtained, ≈546.8‐fold coverage. Two polished contigs were assembled using single‐molecule real‐time (SMRT) Link v5.0.1 software, which consist of sequences of Chr.*ampr* and Chr.*cat* (without SNP or indel). Since the sequences of the two chromosomes are almost identical except for an ampicillin resistant gene on the Chr.*ampr* and a chloramphenicol resistance gene on the Chr.*cat*, the sequencing depth of *ampr* and *cat* gene was used to estimate the sequencing depth of Chr.*ampr* and Chr.*cat*, respectively. In addition, we calculated the average sequencing depths of other regions of the two assembled genomes other than *ampr* and *cat* gene. The results showed that the ratio of sequencing depth of *cat* gene, *ampr* gene, and other sequences was 318.8:510.3:546.8, which is consistent with the expected 1:2:2 ratio of them in the diploid *E. coli* (Figure 2E). Therefore, our de novo genome sequencing of the diploid *E. coli* confirmed the diploid configuration.

### 2.6 Diploid Chromosomal Stability of the Diploid *Escherichia coli*

The stability of the diploid chromosome configuration is an important property of the artificial diploid *E. coli* we constructed. To study the stability of the diploid *E. coli* population, it was transferred in batch culture for more than 100 generations with or without antibiotics, after which single colonies were subjected to PCR identification as described above (**Figure** **3**A). When the culture and the plate weren't supplemented with antibiotics, only one out of eight tested colonies maintained the diploid chromosomal configuration. Among the remaining haploid colonies, six contained only Chr.*ampr*, and one contained Chr.*cat*. By contrast, when the plate or culture was supplemented with both antibiotics, all eight tested colonies from the two groups maintained the diploid configuration. These results suggested that the diploid *E. coli* chromosomes were highly stable under antibiotic selection. They were less stable without antibiotics, tending to lose either one chromosome to become haploid at a slow rate.

**Figure 3:**
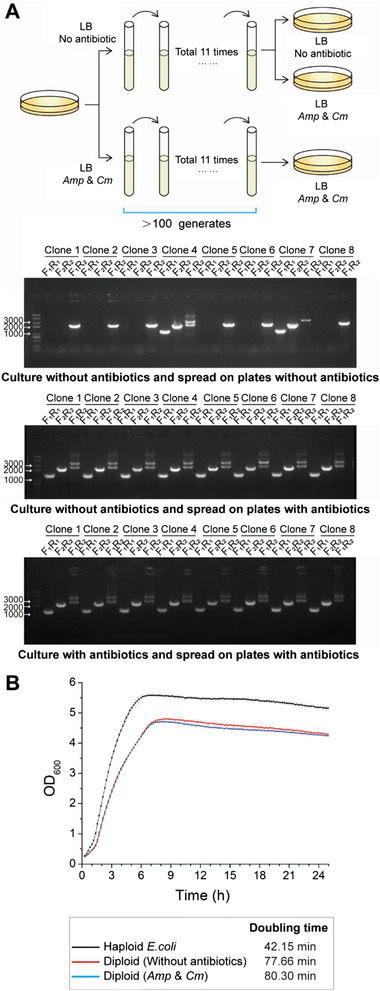
The diploid chromosomal stability and growth status of the diploid *E. coli*. A) Colony PCR analysis of the diploid *E. coli* cells after culturing for more than 100 generations. The amplification of both the 2337 and 3482 bp bands with the primer pair F_1_R_2_ indicates the presence of both Chr.*ampr* and Chr.*cat* in the cell. B) Growth of diploid *E. coli*. Doubling times were calculated from the growth curve data.

### 2.7 Growth Status of the Diploid *Escherichia coli*

The unnatural chromosomal configuration might have an impact on the proliferation and growth status of the diploid *E. coli*. To analyze the growth status of the diploid *E. coli*, the growth rate of the *E. coli* variants was measured during their exponential phase.^[^ ^15^, ^16^ ^]^ The growth curves were obtained, and the doubling times (DTs) were calculated (Figure 3B). The DT of Haploid^WT^ *E. coli* was 42.15 min, while the DT of Diploid^Amp&Cm^ *E. coli* was 77.66 min without antibiotics and 80.30 min with antibiotics in the culturing system. The DT of Diploid^Amp&Cm^ *E. coli* with/out antibiotic were both proximately twice longer relative to that of the WT, indicating that the antibiotics had a minimal impact on it. To study the stability of genome configuration, two groups of 16 single colonies of the diploid *E. coli* cultured with/out antibiotics were picked for PCR analysis. Three pairs of primers were used for the validation, and the obtained PCR bands indicated that all 32 single colonies remained the genome configuration of diploid *E. coli* (Figure S4, Supporting Information).

### 2.8 Morphological Characteristics of the Diploid *Escherichia coli*

Since diploid *E. coli* contains two chromosomes in one cell, we considered that its morphological characteristics might be affected by this significant change. To answer this question, scanning electron microscopy (SEM) was employed to study the morphological characteristics of the diploid *E. coli* in the exponential phase. Compared with the WT, the cells of the diploid *E. coli* cells were obviously elongated, while the control haploid *E. coli* exhibited the typical rod‐shape (**Figure** **4**A). In a visual field containing a few hundred cells, the length of haploid *E. coli* in the exponential phase was between 2 and 3 µm, while the length of diploid cells was mainly between 4 and 5 µm, with some cells being even longer, suggesting that the two‐chromosomal configuration actually enlarged the *E. coli* cells (Figure 4B). It is possible that the diploid status might have affected the proliferation signaling pathways, which increased the DT and delayed the daughter‐cell separation process.

**Figure 4:**
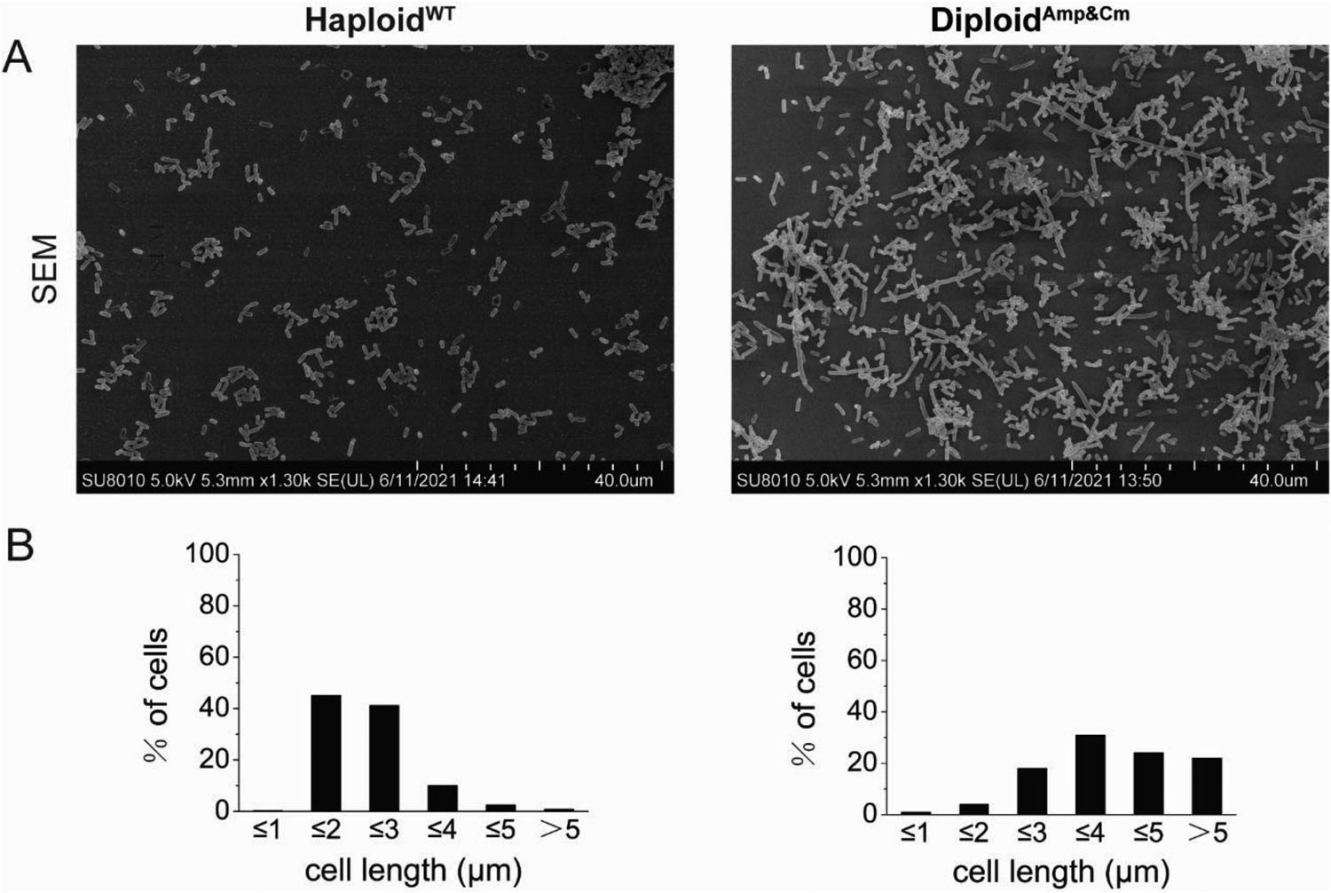
Morphological characteristics of diploid *E. coli*. A) Scanning electron microscopy (SEM) of haploid and diploid *E. coli*. B) Length distribution of haploid and diploid *E. coli*.

### 2.9 Whole Transcriptome Sequencing of the Diploid *Escherichia coli*

As mentioned, the diploid status might have affected the proliferation signaling pathways, which increased the DT and delayed the daughter‐cell separation process. To verify this hypothesis, whole transcriptome sequencing (RNA‐seq) was conducted to quantify gene expression of the diploid *E. coli* in the exponential phase. 

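Total RNA of 2 strains was compared. Haploid WT is the wild-type *E. coli* MG1655 with 1 chromosome, and the diploid *E. coli*, which was built from MG1655, carries 2 chromosomes. Each strain was represented by 3 independent cultures in LB medium, and the sample labels give the same range of OD600 at harvest, 0.5 to 0.8, for both strains. Whether antibiotics were added to these cultures is not stated in the paper's text or the labels. The authors removed low-quality reads, aligned the remaining paired-end reads with Bowtie2 (2.3.4.3) to the genome that they had assembled, and counted the reads of each gene with HTSeq. The deposited read counts were used here, and every value that follows starts from them. The total counts were 2724035, 2617616 and 2713332 for haploid replicates 1, 2 and 3, with a median of 2713332, and 3110846, 2687812 and 2815257 for diploid replicates 1, 2 and 3, with a median of 2815257. A gene with 3 counts in a library therefore stood at 0.964 to 1.15 CPM (counts scaled to the size of the library), which is the limit that a count of 0 allows.

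The counts of 4609 genes were listed, and 4607 of them were paired with a symbol of the MG1655 assembly ASM584v2. The libraries of a strain resembled each other, with a Pearson correlation of log2 CPM across genes of 0.986 to 0.990, while it was 0.889 to 0.903 between haploid and diploid libraries (genes are not independent replicates). A single gene, tnaA, which encodes tryptophanase and was singled out after its values were seen, took 3.15% to 3.18% of the haploid counts and 6.97% to 7.58% of the diploid counts. Since such genes shift the share left for all others, the libraries were scaled with TMM factors rather than by their totals alone. Levels are thus relative to the other genes of a library, and no cell counts or added standards were used here. A gene called lower in the diploid need not have fewer transcripts per cell, since the paper found the diploid cells to be longer. The 3588 genes that passed the filter of edgeR on low counts were tested with its quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over all of these genes. A gene was counted as higher or lower in the diploid at an adjusted p under 0.05 with no minimum fold change, which is the threshold of the study. Beyond Fig. 5, members were counted in 25 gene lists, and these lists and their tests were chosen before the deposited data were examined. Fig. 5 had been seen by then, and the lists of cell division, peptidoglycan and lipopolysaccharide hold all of its genes. The study chose those genes on the same samples, so the counts and tests of these lists are not independent of the figure. Tests and alternatives that were added later are named as such where they are used. Each list was also compared with all other genes by the camera test, which takes a preset correlation of 0.01 between its members.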

Three independent biological replicates were chosen for haploid and diploid *E. coli*, and each strand‐specific RNA‐seq library was sequenced using an Illumina NovaSeq 6000 system. As shown in the **Figure** **5**, compared to Haploid^WT^ *E. coli*, the expression of 15 genes involved in cell division were significantly reduced except *fts*Z in diploid *E. coli* (*p*‐value = 0.011). In addition, the vast majority of transcription of genes involved in cell wall synthesis was inhibited. For example, the expression of 17 genes involved in lipopolysaccharide metabolic were significantly reduced except *lap*A (p‐value = 0.020), and the expression of 9 genes involved in peptidoglycan metabolic were significantly reduced except *ldt*D (*p*‐value = 0.001). 

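Of 36 genes of cell division, including the 15 of Fig. 5, 19 were lower in the diploid and 3 were higher. The other 14 did not pass the edgeR test, and the counts were 19 and 3 when adjusted over the list alone. The strongest falls were those of ftsW (b0089), which encodes the glycosyltransferase of the septal cell wall, and zapA (b2910), whose product stabilizes the FtsZ ring. The level of ftsW was 305 ± 29.5 CPM (SD, n = 3) in the haploid and 135 ± 6.58 CPM (SD, n = 3) in the diploid, a log2 fold change of -1.18 (standard error 0.10, adjusted p = 4.2e-07 from edgeR). That of zapA was -1.07 (standard error 0.10, adjusted p = 6.1e-07 from the same test), and ftsI, the gene of the septal transpeptidase, fell too. The genes that rose were zapC with a log2 fold change of 1.37, nlpD with 0.84 and ftsZ with 0.38. The libraries of the strains overlapped for nlpD, and pyrD, a pyrimidine gene beside zapC in the gene order, had 1.24. ZapC binds FtsZ, and NlpD activates an amidase that splits the septal cell wall.

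The product of ftsZ (b0095) forms the ring at the site of division. Its level was 737 ± 112 CPM (SD, n = 3) in the haploid and 956 ± 155 CPM (SD, n = 3) in the diploid, and the 2 groups overlapped (standard error 0.13, adjusted p = 0.022 from edgeR). Its partner ftsA had a log2 fold change of -0.20 (standard error 0.12, adjusted p = 0.16 from the same test), and it was lower with total library size only (adjusted p = 0.0372), without haploid replicate 3 (0.0333) and without diploid replicate 1 (0.0494). Of the 15 cell division genes of Fig. 5, 14 were lower, with log2 fold changes from -1.18 to -0.30, and 1 was higher, both over all genes and when adjusted over the list alone. The study chose these genes on the same samples, so this count is not independent evidence of their direction. The haploid and diploid libraries did not overlap for 13 of the 15 genes, against 63.2% of all genes tested and 10% by chance. Among them were minD (log2 fold change -0.62), which takes part in placing the septum, ftsN (-0.35), a late division protein, and sulA (-0.35), an inhibitor of the FtsZ ring.

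As a set, the 36 genes had a median log2 fold change of -0.32 and were lower than all other genes (camera, adjusted p = 0.0259), with an adjusted p = 0.28 with an estimated correlation and 0.0541 when only genes with a mean of at least 50 counts were tested. With a test against a fold change of 1.5, 3 of the 36 genes were lower and 1 was higher. The rise of ftsZ did not pass with total library size only (adjusted p = 0.0506), without haploid replicate 2 (0.0587) or 3 (0.0763) or without diploid replicate 1 (0.0988) or 2 (0.0758), in a range of 0.00139 to 0.0988 over all alternatives except the test against a fold change of 1.5, which ftsZ did not pass either. The falls of zapD without haploid replicate 1 (0.0868) or 3 (0.0620) or diploid replicate 1 (0.0836) or 3 (0.0821), of sulA without haploid replicate 1 (0.0543) or diploid replicate 2 (0.0615) or 3 (0.0754), and of ftsP without diploid replicate 2 (0.0705) did not pass either.

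**Figure D1:**
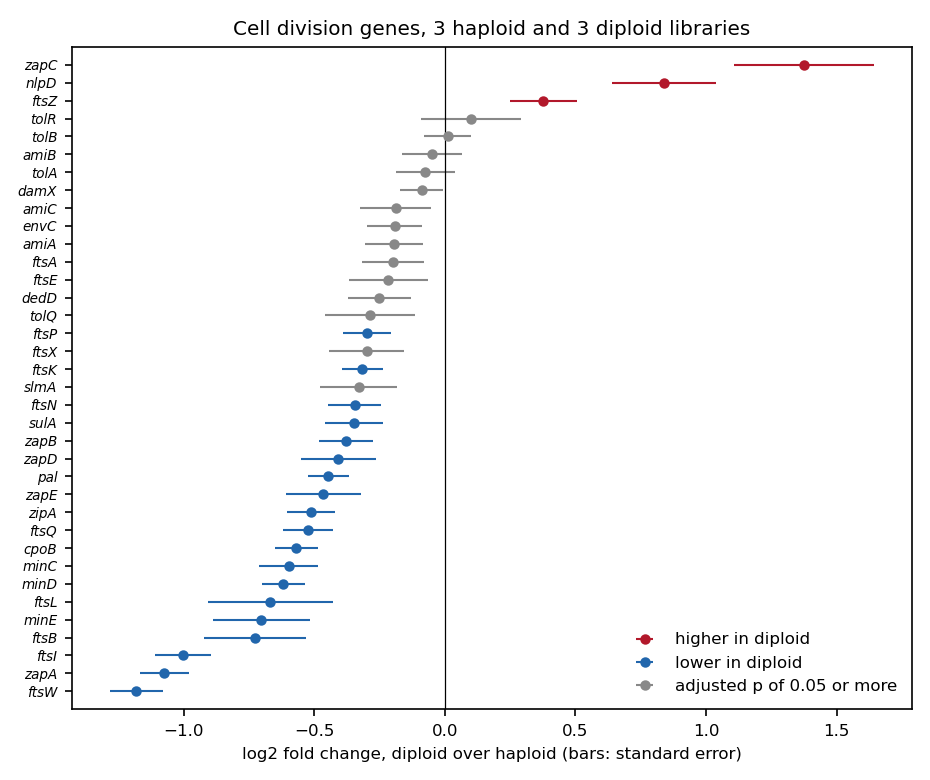
Log2 fold change of the 36 cell division genes in the diploid over the haploid (horizontal axis), 1 point per gene with its standard error as the bar, from 3 libraries per strain. The 19 lower genes (blue) reach -1.18 at ftsW, the 3 higher genes (red) are ftsZ, nlpD and zapC, and the 14 gray genes did not pass the test.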

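Across the lists of peptidoglycan and lipopolysaccharide genes, which include those of Fig. 5, 61 of 113 genes (54.0%) were lower in the diploid. Of the other list members, 9 were higher and 43 did not pass the edgeR test. Over all genes tested, 1016 of 3588 were lower. Of 64 genes that make or remodel peptidoglycan, 32 were lower, 7 were higher and 25 did not pass, and 34 were lower and 7 higher when adjusted over the list alone. The gene murG (b0090), whose product makes lipid II, the last precursor on the inner side of the membrane, fell from 326 ± 11.8 CPM (SD, n = 3) to 150 ± 22.7 CPM (SD, n = 3). This is a log2 fold change of -1.11 (standard error 0.11, adjusted p = 1.7e-06 from edgeR). The genes ldtE and ldtA, which encode L,D-transpeptidases, rose with log2 fold changes of 1.93 and 1.77.

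Of 49 genes of lipopolysaccharide synthesis and transport, 29 were lower, 2 were higher and 18 did not pass, with the same 29 and 2 when adjusted over the list alone. The strongest fall was that of gutQ (b2708) with a log2 fold change of -2.01 (standard error 0.11, adjusted p = 6.2e-09 from edgeR). It encodes an arabinose 5-phosphate isomerase and belongs to the glucitol operon, of which srlA, srlB and srlD fell as well. The gene eptB, whose product adds phosphoethanolamine to the inner core, had -1.49. The 2 genes that rose were lapA (0.47) and kdsA (0.37), of which 1 passed without diploid replicate 1.

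The medians of the peptidoglycan and lipopolysaccharide lists were -0.34 and -0.37, and both were lower than all other genes by camera (adjusted p = 0.0302 and 0.00142). Neither list passed in camera with the correlation estimated from the data, with an adjusted p = 0.462 for peptidoglycan and 0.0880 for lipopolysaccharide. The estimated correlation was 0.058 in the peptidoglycan list and 0.00096 in the lipopolysaccharide list, where it lay below the preset 0.01. Stronger correlation between its own members is therefore not why the lipopolysaccharide list no longer passed. The peptidoglycan list did not pass among genes with a mean of at least 50 counts (adjusted p = 0.0794) or without the genes from yciW to ydgD, a choice made after seeing the data (0.0741), and against a fold change of 1.5 the peptidoglycan list had 7 lower and 2 higher genes and the lipopolysaccharide list 12 lower and 0 higher genes.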

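Of the 17 genes of lipopolysaccharide metabolism in Fig. 5, 16 were lower in the diploid and 1, lapA, was higher at an adjusted p under 0.05 from edgeR. The falls ran from -1.28 on the log2 scale for waaZ to -0.23 for lptD, which encodes the outer membrane protein that inserts lipopolysaccharide. Most of these genes belong to the waa cluster, whose products build the sugar core, such as waaP with -1.27, waaY with -1.06 and waaG with -0.95. The gene lapA (b1279) stood at 40.7 ± 2.82 CPM (SD, n = 3) in the haploid and 56.1 ± 5.76 CPM (SD, n = 3) in the diploid, a log2 fold change of 0.47 (standard error 0.14, adjusted p = 0.011 from edgeR). In the gene order, lapA lies close to the raised genes from yciW to ydgD described below, and some searches for that stretch include it.

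Of the 9 genes of peptidoglycan metabolism in Fig. 5, 8 were lower, most of all ftsI, from 253 ± 31.3 CPM (SD, n = 3) to 126 ± 3.68 CPM (SD, n = 3), and least dacB with a log2 fold change of -0.43, and 1, ldtD, was higher. The endopeptidase genes mepS, mepM and mepH, whose products open the wall for growth, had -0.85, -0.63 and -0.61, and mrdA, the gene of the transpeptidase of cell elongation, had -0.62. The L,D-transpeptidase gene ldtD (b0925) rose from 175 ± 9.08 CPM (SD, n = 3) to 266 ± 22.2 CPM (SD, n = 3), a log2 fold change of 0.60 (standard error 0.10, adjusted p = 1.6e-04 from edgeR).

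The counts of both groups were the same when adjusted over the list alone, and since the study chose these genes on the same samples they are not independent evidence. The libraries of the 2 strains did not overlap for any of the 17 lipopolysaccharide genes nor for 8 of the 9 peptidoglycan genes, against 63.2% of all genes tested and 10% by chance. The rise of lapA did not pass without diploid replicate 1 (adjusted p = 0.0556, in a range of 0.00546 to 0.0556 over all alternatives except the test against a fold change of 1.5). Some of the small falls did not pass in several of these alternatives either, with adjusted p up to 0.0911 for waaF (without any single library except haploid replicate 2), 0.0878 for lptD (without haploid replicate 3 or diploid replicate 1 or 2), 0.151 for dacB (without haploid replicate 1 or 3 or diploid replicate 1 or 2) and 0.0836 for ampH (without diploid replicate 1 or 2). Against a fold change of 1.5, 9 lipopolysaccharide and 2 peptidoglycan genes of the figure were lower and 0 were higher, where the main test called 1 in each group.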

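Over the whole transcriptome, 2069 of 3588 genes tested differed between the strains, 1053 higher and 1016 lower in the diploid (edgeR, adjusted p under 0.05). Which direction had more genes depended on the processing, with 915 higher and 943 lower in DESeq2 with its own filter, 1056 higher and 1074 lower in edgeR with no filter on low counts, and 928 higher and 1192 lower with total library size only. The largest rises were those of the pyrimidine genes pyrB (log2 fold change 6.32) and pyrI (6.28), which encode aspartate carbamoyltransferase, of ynfE (6.07), ynfF (6.27), ynfG (6.31) and ynfH (5.44), which encode a paralog of dimethyl sulfoxide reductase, and of gadC (5.99), ompW (5.66) and hyaB (5.19). The gene gadB had 2 counts in all haploid libraries together and 188 in the diploid ones, a ratio of 93.8 (95% counting interval 25.6 to 780), and it may share reads with its paralog gadA. The largest falls were those of the pyruvate transporter gene btsT (-5.96), of nanA (-5.08) and nanT (-4.31) of sialic acid use, of fecE (-5.00) and fhuF (-4.78) of iron uptake, of nirB (-4.60) of nitrite reduction, of srlD (-4.58), srlA (-4.51) and srlB (-4.39) of glucitol use, and of dsdA (-4.43), the D-serine deaminase.

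Of 54 ribosomal protein genes, 34 were lower, 2 were higher and 18 did not pass, with the same 34 and 2 when adjusted over the list alone. The lower ones included rplC (-1.21) and rpsJ (-1.11), and the higher ones were rplT (0.49) and rpmI (0.43). Their median was -0.37 (camera, adjusted p = 2.95e-04, and adjusted p = 0.462 with an estimated correlation). Of 40 genes of chromosome replication and segregation, 16 were lower, 5 were higher and 19 did not pass, again with 16 and 5 when adjusted over the list alone. The ribonucleotide reductase gene nrdA had -1.31 and the recombinase gene xerC, whose product resolves chromosome dimers, had -0.96, while priA (0.68) and gyrB (0.39) rose. The 5 higher genes became 2 to 4 with any 1 library left out. There were 2 without haploid replicate 1 or diploid replicate 1 and 3 without haploid replicate 2 or diploid replicate 2. As a set these 40 genes did not pass (camera, adjusted p = 0.207).

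Along the gene order of ASM584v2, 225 tested genes from yciW to ydgD, a stretch defined after seeing the values, had a median log2 fold change of 1.14 (quartiles 0.70 and 1.62). Of these, 182 were higher, 9 were lower and 34 did not pass, and all other genes had a median of -0.04. Its edges depend on the search. With a threshold of 0.4 instead of 0.5, the search gave 394 genes from ompW to ynjE, lapA among them, with a median of 0.90. The stretch from yciW to ydgD lies far from oriC, and permutations that kept the trend of fold change with that distance, estimated with the stretch included and added after seeing the values, gave as high a search score in 756 of 1000 cases. The 176 genes outside the stretch that lie as far from oriC had a median of 0.31, with 79 higher and 33 lower. The stretch was chosen by its high values, so this comparison does not settle the part of distance. The stretch holds the site between ddpX and dosP at which the study placed its cassette, as well as gadB, gadC and the ynf genes. Close to that site, ddpX had a log2 fold change of 2.92 (standard error 0.53), ddpA 1.62 and dosP 1.45 at low counts. In a list of the genes around the site, 6 of 7 tested were higher and 0 lower, with the same 6 when adjusted over the list alone (median 1.45, camera, adjusted p = 0.106). Of the rac prophage, which lies wholly in the stretch, 7 of 8 tested genes were higher and 0 lower, among them stfR (2.18) and racR (0.83), and 8 were higher when adjusted over the list alone (median 1.24, camera, adjusted p = 0.0600, and 0.0411 without diploid replicate 1).

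Against a fold change of 1.5, 907 of the 2069 genes passed, 567 higher and 340 lower. From the growth and the microscopy of these strains, the paper had proposed that the diploid status affects pathways of proliferation and delays the separation of daughter cells, and it examines this with the transcriptome through the genes of division and of the cell wall in Fig. 5.

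**Figure D2:**
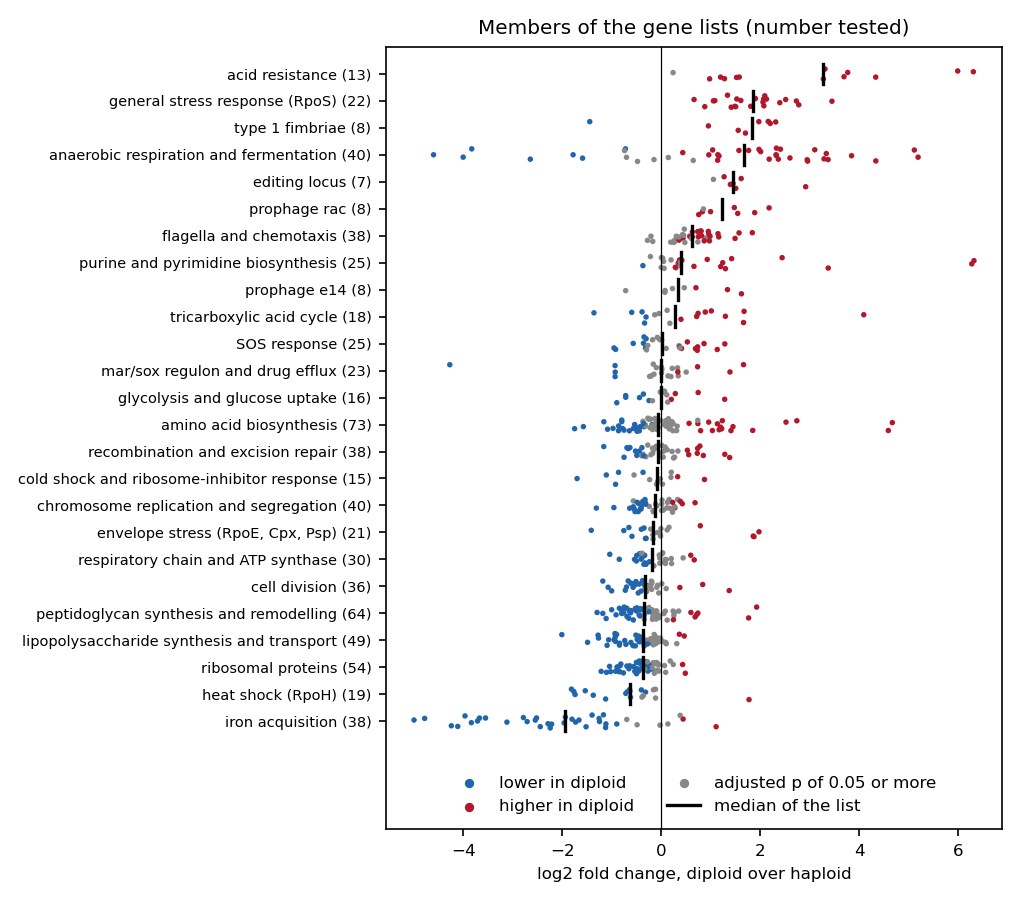
Log2 fold change in the diploid over the haploid (horizontal axis) of each tested member of the 25 gene lists, 1 point per gene, with the number tested in brackets and the median of each list as a black line. Blue and red points passed the edgeR test. The medians run from -1.95 for iron acquisition to 3.28 for acid resistance.

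**Figure D3:**
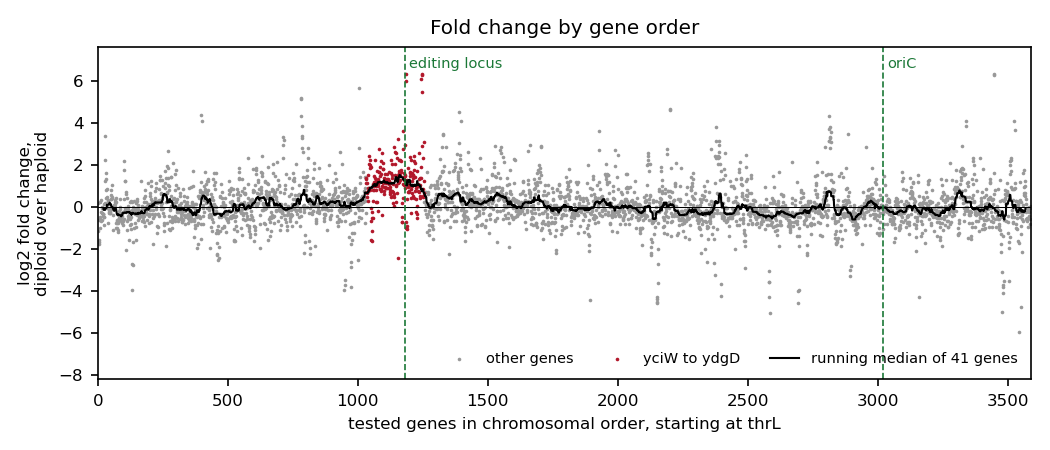
Log2 fold change in the diploid over the haploid of the 3588 tested genes (vertical axis) in chromosomal order of ASM584v2 (horizontal axis), with a running median as the black line. The genes from yciW to ydgD (red, median 1.14) lie around the editing locus between ddpX and dosP (dashed line), and the other genes (gray) have a median of -0.04.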

The change in transcriptome was consistent with the cellular growth morphological changes we observed, that the DT was elongated and the cells were enlarged for the diploid *E. coli*.

**Figure 5:**
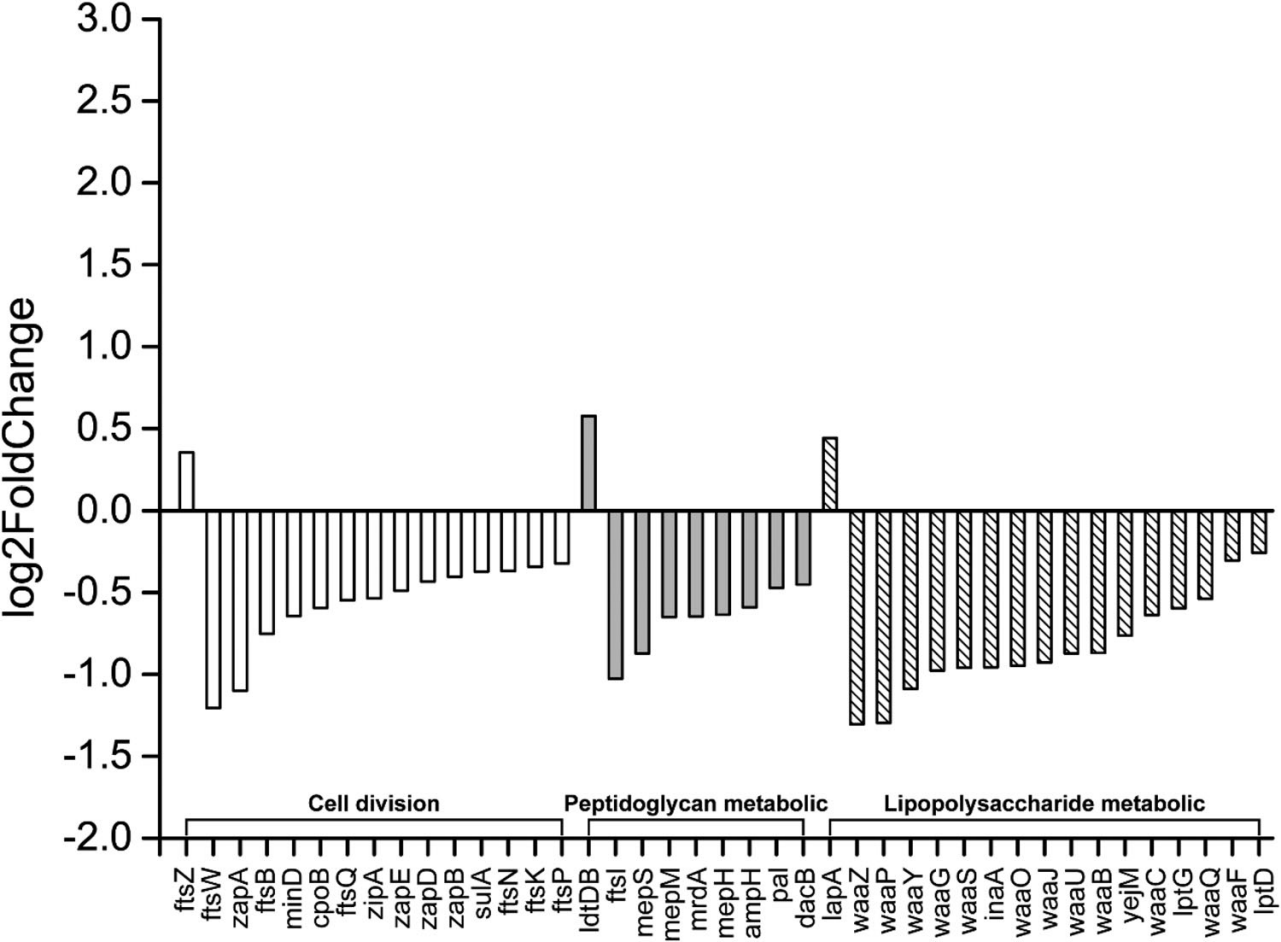
Whole transcriptome RNA‐seq profile of diploid *E. coli*. 15 genes involved in cell division are represented by blank pattern; 9 genes involved in peptidoglycan metabolic are represented by gray pattern; 17 genes involved in lipopolysaccharide metabolic are represented by diagonal pattern.

### 2.10 Survival Rate of Diploid *Escherichia coli* under UV Radiation

Numerous studies investigated the advantages and associated phylogenetic evolution of diploidy and polyploidy. It is commonly believed that the most prominent properties of polyploidy are the ability to survive under extreme environments,^[^ ^17^, ^18^, ^19^ ^]^ probably due to the more efficient repair for DNA breaks,^[^ ^20^, ^21^, ^22^ ^]^ or simply the second and additional chromosomes serving as backups. To our knowledge, there was no direct research on a simple model organism to prove such basic hypotheses. With the artificial diploid *E. coli*, we now have an ideal pair of objects, diploid and haploid *E. coli*, for the fundamental biological experiment.

Equal numbers of haploid and diploid *E. coli* cells in the exponential phase were plated onto LB agar plates with or without antibiotics, after which the plates were exposed to UV radiation in a sterile cabinet for 4 min, and the surviving cells were allowed to grow into colonies to calculate the survival rate (SR). As illustrated in **Figure** **6**, we mainly counted the colonies in an oval region of the LB plates, since a portion of the UV radiation was blocked by the side walls of the plastic plate. Compared with the control plates with no UV exposure, the populations of both *E. coli* strains were greatly reduced. However, the diploid *E. coli* was found to have a much higher SR than that of the haploid. The haploid *E. coli* had a SR of 0.19 ± 0.043‰ under UV, while that of the diploid *E. coli* was 6.98 ± 0.683‰, which was nearly a 40‐fold increase relative to haploid *E. coli*. Thus, it was experimentally demonstrated for the first time that an artificial diploid form of an organism has a much greater ability to survive under extreme environments, such as UV radiation, than the natural haploid form.

**Figure 6:**
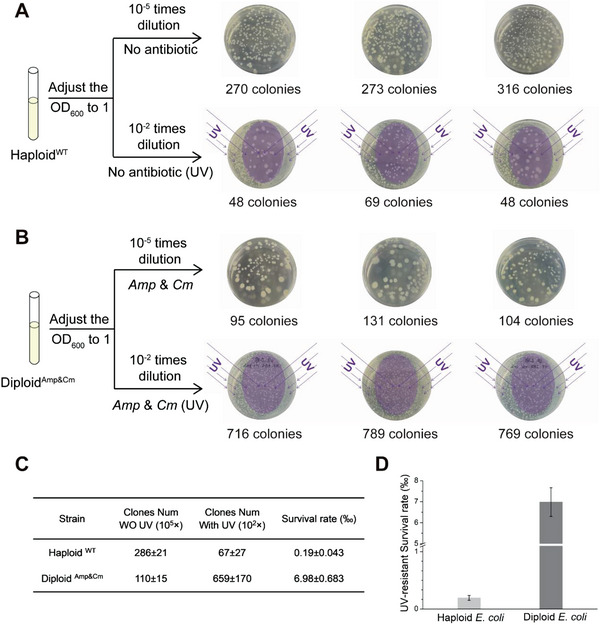
The UV resistance of diploid *E. coli* in comparison with haploid *E. coli*. (A) (B) Diploid and wild‐type haploid *E. coli* cells in the exponential phase were diluted and spread on LB plates with and without antibiotics. The cells were diluted by 10^2^ fold for exposing to UV radiation in a sterile cabinet, and the reference without UV exposure was diluted 10^5^ fold.Since part of the UV radiation was blocked by the side walls of the plastic plate, the colony numbers were counted in an oval shape region of the LB plates.(C) (D) Survival rate of diploid and wild‐type haploid *E. coli* under UV radiation.

## 3 Conclusion

In this work, we designed a CRISPR‐based chromosome‐doubling method to first construct an artificial diploid *E. coli*. Considering the simple and fundamental mechanism, along with the convenient procedure, we believe that this method can be applied to other prokaryotic organisms. Various analyses confirmed the diploid chromosomal configuration of the constructed strain. The diploid *E. coli* chromosomes were highly stable under antibiotic pressure, and less stable without antibiotics, whereby the cells tended to lose one of the chromosomes to become haploid at a slow rate. As expected, we found that the diploid *E. coli* had a greatly reduced growth rate, which was only half that of the haploid. SEM revealed that most of the diploid *E. coli* cells were obviously elongated to 4 and 5 µm, with a minority being even longer.

Unlike in the eukaryotes, bacterial nucleoids segregation into the daughter cells is achieved without involving an obvious cellular ultrastructure, such as a mitotic spindle. Cell division in *E. coli* is a complex process that requires temporal and spatial coordination of multiple genes. Many *fts* genes involved in cell wall biosynthesis and cell division have been shown to be essential for cell division and cell viability, such as *fts*Z, *fts*Q, *fts*W, and *fts*N.^[^ ^23^ ^]^ Nevertheless, the core proteins are not sufficient for cytokinesis. FtsZ is an essential protein for cell division and cytoskeletal integrity in most bacteria. In *E. coli*, the ratio between FtsZ and FtsA molecules (5:1) is important for proper cell division. It was shown that a two‐ to seven‐fold increase in FtsZ level results in mini‐cell formation, due to additional division events, whereas further higher levels or lower than normal levels cause filamentation due to imbalance in the FtsZ:FtsA stoichiometry.^[^ ^24^ ^]^ Faithful nucleoid segregation, therefore, depends on a precise mechanism that ensures the equipartition of nucleoids among daughter cells as well as the coordination between DNA replication and cell division.^[^ ^25^ ^]^ The best‐understood steps in the process of nucleoid segregation have proven to be the early ones that are required for decatenation and dimer resolution. The subsequent steps of faithful nucleoid partitioning have proven to be more difficult to study, to the point that it has been difficult to postulate even moderately detailed models.^[^ ^26^ ^]^ Since the two chromosomes of the diploid *E. coli* are both complement with the segregation related functional parts, we think that the diploid *E. coli* might undergo a similar segregation process like the wild type. Of course, since there were no cellular mechanisms to ensure faithful distribution of one Chr.*ampr* and one Chr.*cmr* into the daughter cell, without the double antibiotic culturing, haploid cells was formed. But with the pressure, only cells containing both Chr.*ampr* and Chr.*cmr* could survive, and the diploid genomic configuration was maintained. In addition, the results of growth status of the diploid *E. coli* indicated that the diploid *E. coli* cells have a significantly slower growth rate, only half of the WT. And the transcriptome sequencing data suggested that the diploid status might affect the proliferation signaling pathways, which increased the DT and delayed the daughter‐cell separation process. These results suggested that the diploid status was not natural, which impacted the normal cell cycles, and more details were to be revealed.

Since there was only culturing method to obtain corresponding haploid and polyploid plant and yeast cells, scientific research concerning the mechanism and function of polyploidy was very limited. Meanwhile, compared with haploid strains, diploid and triploid strains maybe more robust, and many of them have been used in industrial fermentation. For example, the diploid xylose fermentation, which have an improved xylose fermentation ability and increased ethanol yield, accompanied by increased tolerance to heat, acid, ethanol, and other inhibitors.^[^ ^27^ ^]^ With the artificial diploid *E. coli*, we now have an ideal pair of objects, diploid and haploid *E. coli*, for conducting experiments to answer quite a few fundamental biological questions concerning the polyploidy. For example, it was experimentally demonstrated, for the first time, that an artificial diploid had a greater ability to survive under DNA‐damaging environments, such as the UV radiation, than the haploid form. The diploid *E. coli* is a novel artificial species with great research or application potential, which could be a major achievement in synthetic biology. Accordingly, we will make it freely available to the scientific community, and some more interesting work might be carried out with this novel research object.

## 4 Experimental Section

### Strains and Culture Conditions

*E. coli* DH5*α* was used as a cloning host. Wild‐type *E. coli* MG1655 was used in the genome duplication experiments. Strains were grown at 30 °C in Luria‐Bertani medium (LB, 1% w/v tryptone, 0.5% w/v yeast extract, and 1% w/v NaCl). Kanamycin (50 mg L^−1^), chloramphenicol (30 mg L^−1^), ampicillin (100 mg L^−1^), spectinomycin (100 mg mL^−1^), and apramycin (50 mg L^−1^) were added to the medium when appropriate. 1% w/v glucose and 2 g L^−1^ L‐arabinose were added to the culture for the repression and induction of Cas9 expression, respectively.

*E. coli* MG1655 cells with or without plasmids were grown in 50 mL of LB medium supplemented with the appropriate antibiotics at 30 °C to an OD_600_ of 0.6, and then made electrocompetent by concentrating 100‐fold and washing three times with 10% ice‐cold glycerol. Then, 50 ng of plasmid DNA or 800 ng of the editing cassette was used for electroporation. The shocked cells were resuspended in 1 mL of LB, incubated for 2 h at 30 °C, and spread on LB agar plates with the appropriate antibiotics.

### Plasmid Construction

The plasmid pgRNA was assembled using type IIS restriction enzymes‐based assembly method, Golden Gate,^[^ ^28^ ^]^ for which DNA primers were designed using J5 Device Editor.^[^ ^29^ ^]^ Inducible gRNA plasmids were constructed for guiding CRISPR/Cas9 to the target locus between *ddp*X and *dos*P on the chromosome of *E. coli* MG1655. The backbone of pgRNA was PCR amplified from pACYC184‐M,^[^ ^30^ ^]^ and the gRNA with its promoter was amplified from the plasmid pRed_Cas9_ΔpoxB300.^[^ ^31^ ^]^ The plasmid pgRNA(N20PAM) was constructed using the same method. Plasmid pRedCas9 for the inducible expression of *λ*‐Red and Cas9 was modified from pRed_Cas9_Δ*pox*B300 and assembled using the Golden Gate method.

### Construction of the Editing Cassette

Seven modularized parts were prepared with optimized 4‐nt linkers that could be processed using type IIS restriction enzymes for assembly, which included a left homologous arm (L) from the *ddp*X gene on the genome, the left half of the ampicillin resistance gene (*ampr*_L), two CRISPR/Cas9 recognition regions (N20PAM), a chloramphenicol resistance gene (*cat*), the right half of ampicillin resistance gene (*ampr*_R), and a right homologous arm (R) from the *dos*P gene on the chromosome. There were two identical sequences of 40 bp at the end of *ampr*_L and at the front of *ampr*_R, which were used to reconstruct the entire ampicillin resistance gene after CRISPR/Cas9 cleavage induced homologous recombination. A Golden Gate reaction was performed to assemble these parts into the editing cassette. The L and R homologous arms (about 500 bp each) were amplified from the genomic DNA of *E. coli* MG1655. The selection marker genes (*ampr*_L, *ampr*_R, and *cat*) with the CRISPR/Cas9 recognition region (N20PAM) were PCR‐amplified from plasmids pETDuet1 and pACYCDuet1 with the N20PAM sequence embedded in the reverse primer.

All the DNA templates were PCR‐amplified using Phusion polymerase (New England Biolabs, USA). PCR products were purified by preparative agarose gel electrophoresis using the AxyPrep DNA Gel Extraction Kit (Axygen Biosciences, USA), and the template was digested with *Dpn*I before assembly. Primers for the construction of the plasmid and editing cassette, as well as other primers are summarized in Table S2, Supporting Information.

### Chromosome Doubling Procedure

The genome editing process is illustrated in Figure 1. *E. coli* MG1655 competent cells harboring pRedCas were prepared by inducing the expression of the CRISPR‐Cas9 system and *λ*‐RED proteins using L‐arabinose. An aliquot comprising 50 µL of the competent cells was mixed with 50 ng of pgRNA and 800 ng of editing‐cassette DNA in a 2‐mm Gene Pulser cuvette (Bio‐Rad, USA). After electroporation at 2.5 kV and immediate resuspension in 1 mL of ice‐cold LB medium, the cells were incubated for 2 h at 30 °C, and then spread on LB agar plates with kanamycin, apramycin, and chloramphenicol. For each editing experiment, ten transformants were identified by colony PCR with a forward primer upstream of the left homologous arm, and a reverse primer downstream of the right homologous arm, and the expected PCR products were subjected to DNA sequencing for further confirmation. A correct clone was transferred into LB medium with kanamycin and chloramphenicol and grown overnight at 42 °C to eliminate the temperature‐sensitive pgRNA plasmid with the apramycin resistance gene. A single colony that grew on kanamycin and chloramphenicol plates but did not grow with apramycin was selected for subsequent experiments, designated as Haploid^Cm^ *E. coli* harboring the pRedCas9 plasmid. Haploid^Cm^ *E. coli* harboring pRedCas9 was then transformed with the pgRNA(N20PAM) plasmid through electroporation. Transformants were grown in LB medium at 30 °C with appropriate antibiotics for 2 h, after which 2 g L^−1^ L‐arabinose was added to induce the expression of the CRISPR‐Cas9 system and *λ*‐RED proteins. After overnight culture, a large number of dead cells appeared, and cells were transferred into fresh LB medium with ampicillin and the other three antibiotics at an inoculation ratio of 30%. After the culture recovered growth, it was spread on LB agar plates with ampicillin, kanamycin, apramycin, and chloramphenicol. To identity correctly edited clones, ten colonies were analyzed by colony PCR with three primer pairs designed to amplify the key regions as illustrated in Figure 2A, and the PCR products were subjected to DNA sequencing for further confirmation. Eventually, an artificial Diploid^Amp&Cm^ *E. coli* was created, while the reference strain Haploid^Amp^ *E. coli* was created using the same method without adding chloramphenicol. After finishing all genome modifications, all editing plasmids were eliminated by growing overnight at 42 °C. A more detailed genome editing protocol is provided in the Supporting Information.

### Separation of Single Diploid^Amp&Cm^ *Escherichia coli* Cell

In order to ensure that the tested population was uniformly grown from single‐cell, but not the mixture of more than one strain. First, the maximal dilution and plating method was adopted to obtain single‐cell formed colonies on the LB agar plate. Second, the flow cytometry method was used to separate and sort out single cells. Specifically, cells of diploid *E. coli* in the exponential phase were harvested, and the morphological characteristics were observed under a 100× oil objective using a Leica AF6000 Modular system. Next, the culture was further diluted and subjected to the flow cytometry sorting and maximal dilution plating, respectively. Using the sorting function of flow cytometry, the main distribution area of diploid *E. coli* was determined based on the cells producing forward scatter and side scatter. Before sorting, the optical path of flow cytometer was calibrated according to the instructions; the sorting pathway was calibrated according to the sorting procedure of flow cytometry, and the single cell sorting procedure was established.

### Quantification of the Relative Abundance of Reference Genes in the Diploid *Escherichia coli* Cells

To determine chromosomal copy number, a recently developed Real Time PCR approach was applied.^[^ ^14^ ^]^ First, standard PCR was used to amplify an ≈1‐kbp fragment from the *cat* gene on plasmid pACYCDuet1 and ≈1‐kbp fragments from the endogenous gene. The DNA concentration of these fragments was determined spectrophotometrically after gel purification, and the molar concentration of these DNA molecules was calculated based on their molecular weights using “‘oligo calc”’ (www.basic.northwestern.edu/biotools). Standard samples were diluted to different concentrations and used as a template for RT‐PCR. The logarithm of the molar concentration of the standard sample was plotted to the abscissa, and the measured Ct value was plotted to the ordinate to draw the standard curve. Thus, the molar concentration of an unknown sample could be obtained from the standard curve according to its Ct value. As an additional control, standard samples with known molar concentration were added as internal standards to the cell extract, and it was confirmed that the added standard was correctly quantified using this method.

### Fluorescence Imaging

For FISH, diploid *E. coli* cells were fixed in 2.5% paraformaldehyde and processed as in ref. [32]; 1‐kb probes were amplified from genomic DNA (Table S2, Supporting Information). The FISH probes were *ampr*, Alexa Fluor 488 dye and *cat*, and Alexa Fluor 594 dye (FISH Tag DNA Multicolor Kit; Invitrogen). DAPI was used to stain the genome, and the *SlowFate* Gold antifade reagent was used to improve fluorescence stability. All images were acquired under a 100× oil objective using a Leica AF6000 Modular system plus charge‐coupled device camera. Haploid^WT^, Haploid^Cm^, and Haploid^Cm^ were used as a control strains.

### De Novo Genome Sequencing and Transcriptome Sequencing of the Diploid *Escherichia coli*

Cells of the diploid *E. coli* were harvested. Total genomic DNA was then extracted with the SDS method and determined by the agarose gel electrophoresis and quantified by Qubit 2.0 Fluorometer (Thermo Scientific). Libraries for SMRT sequencing were constructed with an insert size of 10 kb using the SMRT bell TM Template kit (version 1.0). Then sequencing was performed by Novogene (Tianjin, Tianjin, China) using PacBio Sequel platform. Reads with length shorter than 500 bp were filtered afterward. To perform genome assembly, the SMRT Link v5.0.1 was used to get a preliminary assembly. Finally, arrow (2.3.3) software was used to optimize and assemble a circular genome without gap.

Total RNA of haploid and the diploid *E. coli* were extracted in the exponential phase (three independent biological replicates for each case). Then strand‐specific RNA‐seq library were prepared. Sequencing was performed on an Illumina NovaSeq 6000 platform and 150‐bp paired‐end reads were generated (Novogene, Tianjin, China). Finally, clean reads were obtained after removing reads containing adapter, reads containing N base, and reads with low quality. To estimate gene expression, reads were aligned to the genome assembled using Bowtie2 (2.3.4.3). HTSeq (v0.9.1) was then used to count the reads numbers mapped to each gene. Differential expression analysis between haploid and the diploid *E. coli* was performed using the DESeq2 R package (1.20.0). padj <0.05 and |log2(fold change)| >0 were set as the threshold for significantly differential expression.

### Investigation of the Chromosomal Stability of Diploid *Escherichia coli*

The diploid *E. coli* strain was continuously transferred in batch culture at a 1‰ inoculation ratio with or without antibiotics, and cultured overnight for 16–18 h until OD_600_ reached ≈5. A total of 11 rounds of inoculation were conducted, corresponding to ≈100 generations. The details were added to the revised manuscript. The culture of the last round was with no antibiotics spread on LB agar plates with and without antibiotics (ampicillin and chloramphenicol), while the culture with both antibiotic was spread on plates with both antibiotics. Eight colonies from the three groups were analyzed by colony PCR, using the above mentioned three sets of identification primers.

### Calculation of the Exponential Growth Rate

The growth profiles of Haploid^WT^ and Diploid^Amp&Cm^ *E. coli* were analyzed in a 48 deep multiwell plates containing LB medium with or without antibiotics (ampicillin and chloramphenicol), with a microbial growth analysis system (Jieling, China). The optical density at a wavelength of 600 nm was measured every 10 min for 25 h in total. Five independent biological replicates were performed. The growth rates during the exponential phase were evaluated according to the growth curves. The DT was calculated based on two continuous reading points in a growth curve, according to Equation (1).

(1) $$DT=\left(t_{j}-t_{i}\right)/\log_{2}\left(\frac{C_{j}}{C_{i}}\right)$$

where *C_i_* and *C_j_* represented the two OD_600_ values at two continuous time points of *t_i_* and *t_j_*, which were at intervals of either 0.5 or 1 (h) in the present study. Every four to five continuous growth rates that exhibited the largest mean and the smallest standard deviation were averaged to calculate the exponential DT for the growth curve.

### Investigation of Cell Morphology by Scanning Electron Microscopy

For SEM, cells of the wild‐type haploid *E. coli* and the diploid *E. coli* in the exponential phase were harvested, and washed three times with phosphate buffered saline (pH = 7.2). The samples were fixed for 2 h in 2.5% glutaraldehyde and post‐fixed for 1 h with 1% of osmium tetroxide. The samples were dehydrated with ethanol and dried in an automated critical point dryer (Leica EM CPD300). Then, the samples were coated with platinum and observed under a scanning microscope (Hitachi SU8010).

### Characterization of the Survival Rate of Diploid *Escherichia coli* under UV

A scheme of the UV tolerance test for characterizing the survival of diploid *E. coli* is illustrated in Figure 6. Diploid and wild‐type haploid *E. coli* cells in the exponential phase were diluted and spread on LB plates with and without antibiotics. The cells were diluted by 10^2^‐fold for exposing to UV radiation in a sterile cabinet, and the reference without UV exposure was diluted 10^5^‐fold. The SRs of the two strains were calculated using Equation (2).

(2) $$2\mathrm{SR}=N_{1}/N_{2}\times 10^{-3}\;\%$$

where *N*_1_ and *N*_2_ represented the number of clones with and without UV exposure, respectively. The experiments were done in triplicate.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

P.W., D.Z., and J.L. contributed equally to this work. X.Z., C.B., and J.L. designed the research, analyzed data, and wrote the manuscript. P.W. designed the research, performed experiments, analyzed data, and wrote the manuscript. D.Z. and F.F. performed experiments and analyzed data. J.S., S.L., and Z.M. performed experiments and wrote the manuscript. C.Z., Z.D., and X.L. wrote the manuscript.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

# Supplementary material for: Artificial Diploid Escherichia coli by a CRISPR Chromosome‐Doubling Technique
**Source:** Adv Sci (Weinh). 2023 Jan 15;10(7):2205855. doi: 10.1002/advs.202205855
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202205855

Artificial Diploid *Escherichia coli* by a CRISPR Chromosome-Doubling Technique

Pengju Wang, Dongdong Zhao, Ju Li, Junchang Su, Chunzhi Zhang, Siwei Li, Feiyu Fan, Zhubo Dai, Xiaoping Liao, Zhitao Mao, Changhao Bi* and Xueli Zhang*

Supporting Information

Artificial diploid *Escherichia coli* by a CRISPR chromosome-doubling technique

Pengju Wang^{1,3#}, Dongdong Zhao^{1,3#}, Ju Li^{2#}, Junchang Su^{1,4}, Chunzhi Zhang⁴, Siwei Li^{1,3}, Feiyu Fan^{1,3},
Zhubo Dai^{1,3}, Xiaoping Liao^{1,5}, Zhitao Mao^{1,5}, Changhao Bi^{1,3*} & Xueli Zhang^{1,3*}

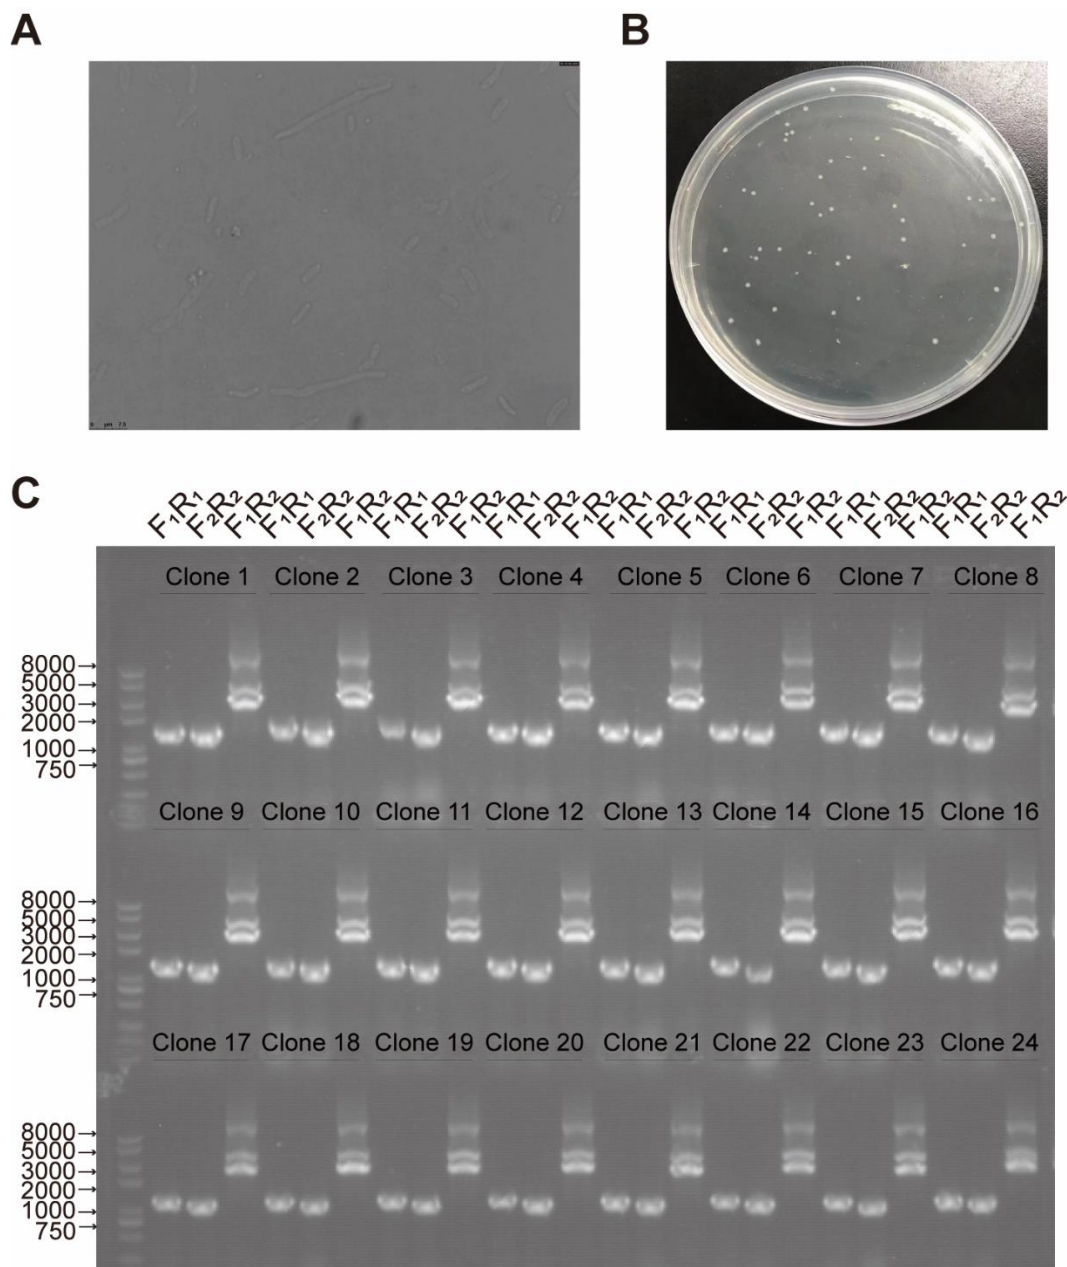

Figure S1. Separate single diploid *E. coli* cells with limiting dilution plating. (A) Microscopic observation of the diploid *E. coli* cells; (B) Diploid *E. coli* colonies derived from the single cells produced by limiting dilution plating; (C) Colony PCR analysis of the diploid *E. coli* cells produced by limiting dilution plating.

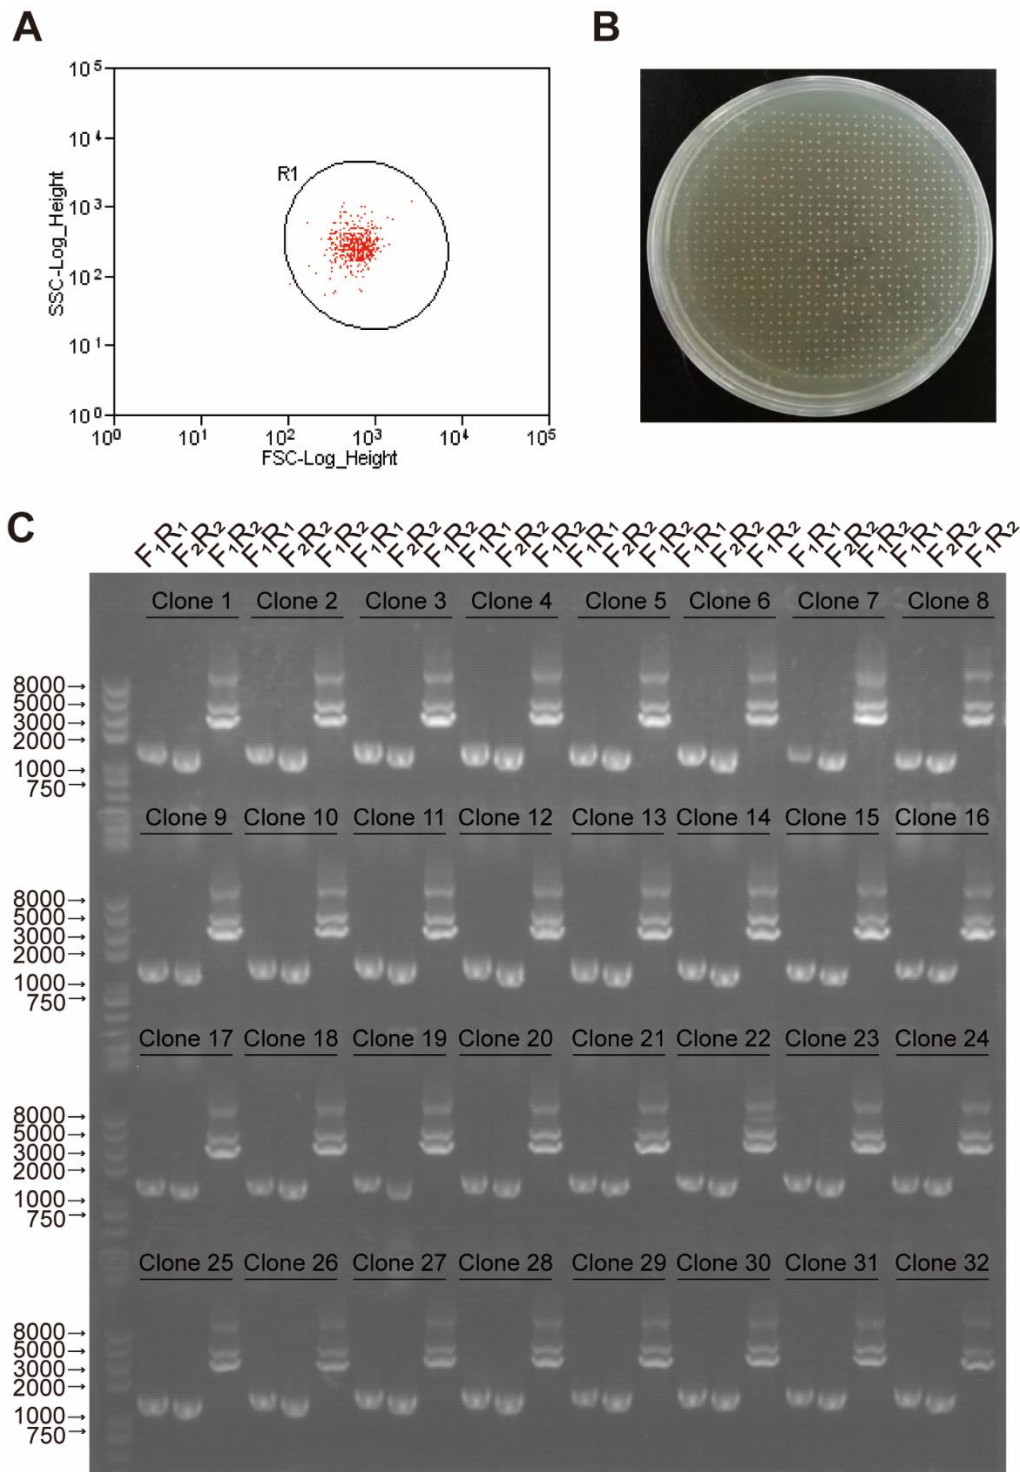

Figure S2. Separate single diploid *E. coli* cells with flow cytometry sorting. (A) Dot plots obtained via cell sorting of diploid *E. coli* cells; (B) Diploid *E. coli* colonies derived from the single cells produced by flow cytometry sorting; (C) Colony PCR analysis of the diploid *E. coli* cells produced by flow cytometry sorting.

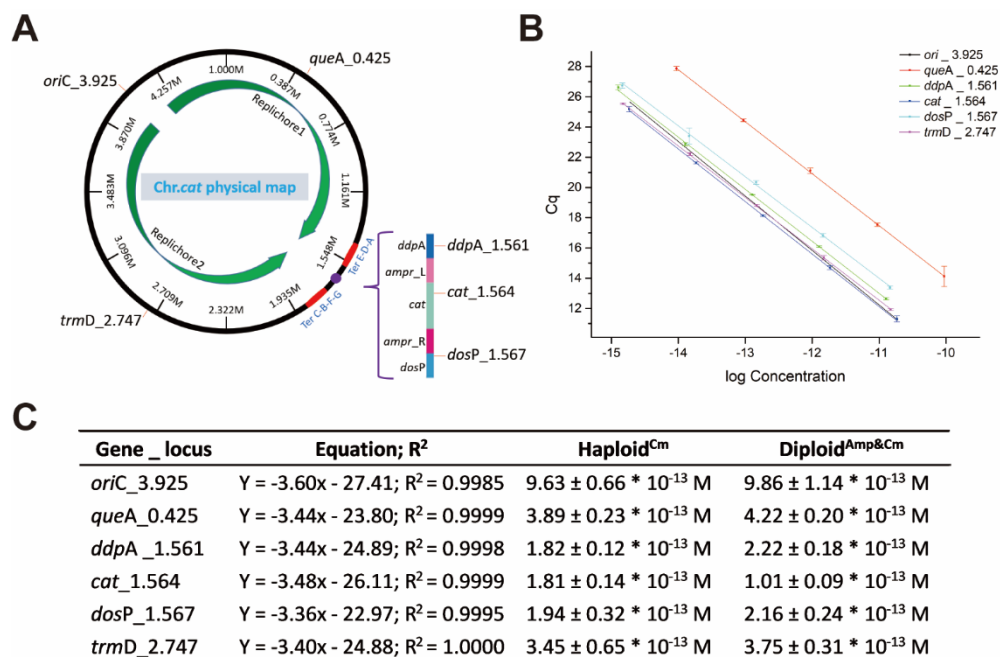

Figure S3. Confirmation of diploid *E. coli* by quantitative PCR. (A) Six genes' relative loci on the Haplid^{Cm} *E. coli* genome physical map; (B) Real-time PCR standard curves of 6 genes; (C) Table with molar concentrations of 6 genes in haploid and diploid *E. coli*.

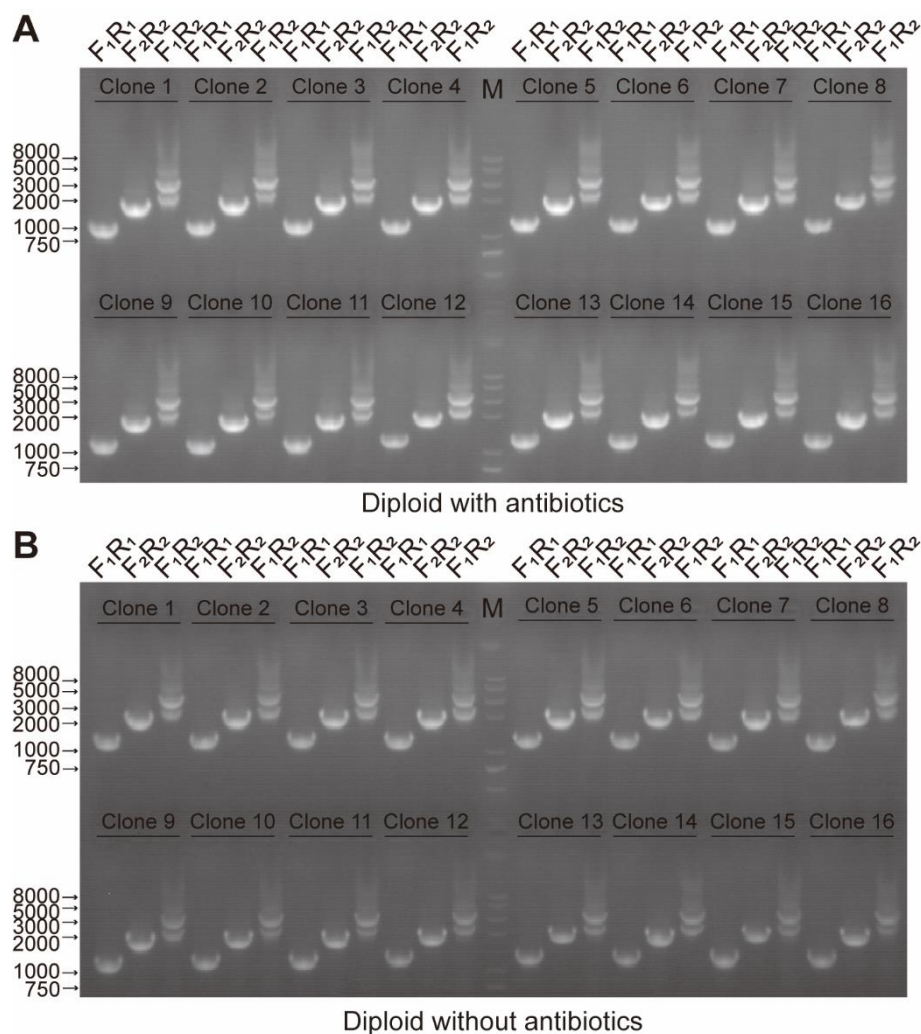

Figure S4. Colony PCR analysis of the diploid chromosomal stability. (A) Colony PCR analysis of the diploid *E. coli* cells from Deep-well Multiwell Plate with antibiotics; (B) Colony PCR analysis of the diploid *E. coli* cells from Deep-well Multiwell Plate without antibiotics.

Table S1. Plasmids and *E. coli* stains used in this study

Name	Description
**Plasmids**	
pgRNA	expression of a gRNA guiding CRISPR/Cas9 to a target locus (between <i>ddpX</i> and <i>dosP</i>) on Haploid ^{WT} <i>E. coli</i> genome
pgRNA(N20PAM)	expression of a gRNA guiding CRISPR/Cas9 to two N20PAM regions of the editing cassette on Haploid ^{Cm} <i>E. coli</i> genome
pRedCas9	expression of CRISPR-Cas9 system and λ-RED proteins
**Strains**	
Haploid ^{WT} <i>E. coli</i>	<i>E. coli</i> MG1655 (Wild type stain)
Haploid ^{Cm} <i>E. coli</i>	<i>E. coli</i> MG1655 derivative with Chr.Cm
Haploid ^{Amp} <i>E. coli</i>	<i>E. coli</i> MG1655 derivative with Chr.Amp
Haploid ^{Amp&Cm} <i>E. coli</i>	<i>E. coli</i> MG1655 derivative with Chr.Amp&Cm

Table S2. Primers used in this study

Name	Sequence	Description
pgRNAF	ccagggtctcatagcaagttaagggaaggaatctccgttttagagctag	construction of pgRNA plasmid
pgRNAR	ccagggtctcagctaagatctgactcc	
pgRNA(N20PAM)F	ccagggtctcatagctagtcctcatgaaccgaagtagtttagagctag	construction of pgRNA(N20PAM) plasmid
pgRNA(N20PAM)R	ccagggtctcagctaagatctgactcc	
LF	accgtcacatcaacaacatattgc	construction of editing cassette
LR	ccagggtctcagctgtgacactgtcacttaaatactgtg	
ampr_LF	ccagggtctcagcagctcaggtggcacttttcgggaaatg	
ampr_LR	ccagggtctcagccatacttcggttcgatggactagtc	
catF	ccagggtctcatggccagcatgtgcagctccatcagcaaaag	
catR	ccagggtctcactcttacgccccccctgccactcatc	
ampr_RF	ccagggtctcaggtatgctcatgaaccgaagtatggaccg	
ampr_RR	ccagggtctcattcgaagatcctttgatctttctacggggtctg	
RF	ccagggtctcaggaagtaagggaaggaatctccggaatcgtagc	
RR	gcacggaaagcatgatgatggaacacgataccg	
F ₁	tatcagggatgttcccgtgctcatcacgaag	confirm of Diploid ^{Amp^rCm} <i>E. coli</i>
R ₁	tccagtgtaaacaccgccaagataacagtc	
F ₂	atcagtaagttggcagcatcacccgacgc	
R ₂	gtcggcgctgcactttcgagtaatcaac	
oriCF	tggcacggaacttcagtcctcatttg	amplification of the standard fragment
oriCR	ggtgccgaatatgtagcagaacacc	
queAF	atgcggttaccgatttctcc	
queAR	ttactccccgacgcgctc	
ddpAF	ttcatagaacgagcggttaccggcagac	
ddpAR	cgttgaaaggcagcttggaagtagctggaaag	
catF	ccagcatgtgcagctccatcagcaaaag	
catR	ccttacgccccccctgccactcatc	
dosPF	ccattgcattgtgagcagtgagagag	
dosPR	tgtgcagtgcaatcgcgatttacc	
trmDF	acggatcacccggacggaagggaag	
trmDR	atcgggcgaacctgctgacgaattg	
oriCqF	accggttgatccaagcttcc	Used for RT-PCR analyses
oriCqR	agatccggcagaagaatggc	
queAqF	acaatgaccgcgcgcac	
queAqR	cgatatacggcgagcgcg	
ddpAqF	tgtgtgccagagcaatagg	
ddpAqR	gaaagccaaagccgaatggg	
catqF	caacagtgccgttgatcgtg	
catqR	gggtgatgctgccaacttac	
dosPqF	gtcgcaacagcgaaacatgc	
dosPqR	atattctcgcgcctatgtgc	
trmDqF	cccagcgactgtttcaaacg	
trmDqR	tggattgcccgcactatacg	

Table S3. The schematic and sequences of the editing cassette used in this study.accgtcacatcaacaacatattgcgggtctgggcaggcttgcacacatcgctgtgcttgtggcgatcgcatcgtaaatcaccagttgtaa
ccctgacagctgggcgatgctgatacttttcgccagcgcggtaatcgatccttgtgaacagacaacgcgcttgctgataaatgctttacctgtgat
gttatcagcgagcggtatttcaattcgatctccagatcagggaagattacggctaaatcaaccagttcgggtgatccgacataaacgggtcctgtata
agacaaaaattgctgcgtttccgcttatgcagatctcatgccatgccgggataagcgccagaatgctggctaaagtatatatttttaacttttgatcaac
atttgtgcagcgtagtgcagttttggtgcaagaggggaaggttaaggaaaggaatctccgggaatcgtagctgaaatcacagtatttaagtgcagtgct
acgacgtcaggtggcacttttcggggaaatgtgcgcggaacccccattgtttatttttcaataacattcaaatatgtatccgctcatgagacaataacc
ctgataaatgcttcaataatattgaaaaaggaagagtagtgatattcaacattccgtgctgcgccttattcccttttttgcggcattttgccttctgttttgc
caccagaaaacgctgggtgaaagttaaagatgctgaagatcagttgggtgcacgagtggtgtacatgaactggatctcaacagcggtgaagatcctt
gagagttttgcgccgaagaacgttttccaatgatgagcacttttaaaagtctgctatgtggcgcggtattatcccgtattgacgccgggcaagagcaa
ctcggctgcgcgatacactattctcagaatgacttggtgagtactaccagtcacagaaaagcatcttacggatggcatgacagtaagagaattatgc
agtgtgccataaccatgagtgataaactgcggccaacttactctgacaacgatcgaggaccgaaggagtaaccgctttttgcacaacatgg
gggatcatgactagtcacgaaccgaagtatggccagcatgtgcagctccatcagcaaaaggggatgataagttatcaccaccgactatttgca
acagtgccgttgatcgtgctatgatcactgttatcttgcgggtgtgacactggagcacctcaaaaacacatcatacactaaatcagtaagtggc
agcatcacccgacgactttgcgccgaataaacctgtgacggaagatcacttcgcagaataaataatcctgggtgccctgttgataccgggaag
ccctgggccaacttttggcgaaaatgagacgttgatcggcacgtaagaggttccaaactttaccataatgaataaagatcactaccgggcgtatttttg
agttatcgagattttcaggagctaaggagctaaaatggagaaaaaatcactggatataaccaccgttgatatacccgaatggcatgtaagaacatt
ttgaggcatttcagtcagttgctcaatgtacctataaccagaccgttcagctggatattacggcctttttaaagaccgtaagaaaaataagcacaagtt
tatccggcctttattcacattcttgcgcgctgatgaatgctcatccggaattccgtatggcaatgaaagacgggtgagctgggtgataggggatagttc
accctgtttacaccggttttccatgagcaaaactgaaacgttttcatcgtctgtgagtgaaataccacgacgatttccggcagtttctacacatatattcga
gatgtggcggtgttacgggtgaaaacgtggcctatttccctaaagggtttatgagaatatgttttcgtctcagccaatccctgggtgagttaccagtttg
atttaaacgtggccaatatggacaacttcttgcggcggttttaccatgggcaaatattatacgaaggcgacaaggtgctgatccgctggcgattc
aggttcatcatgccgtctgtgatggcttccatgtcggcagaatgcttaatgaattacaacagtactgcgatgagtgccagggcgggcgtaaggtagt
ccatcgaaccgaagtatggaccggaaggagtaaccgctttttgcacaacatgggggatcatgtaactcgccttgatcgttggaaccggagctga
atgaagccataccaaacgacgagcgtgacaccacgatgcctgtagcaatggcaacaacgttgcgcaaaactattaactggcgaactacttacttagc
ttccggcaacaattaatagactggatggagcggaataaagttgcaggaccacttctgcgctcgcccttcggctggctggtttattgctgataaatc
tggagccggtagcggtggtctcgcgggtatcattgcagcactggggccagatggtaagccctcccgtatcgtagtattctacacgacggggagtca
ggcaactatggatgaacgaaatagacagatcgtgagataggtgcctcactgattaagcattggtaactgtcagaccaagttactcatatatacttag
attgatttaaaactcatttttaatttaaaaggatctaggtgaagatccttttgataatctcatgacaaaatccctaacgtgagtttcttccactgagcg
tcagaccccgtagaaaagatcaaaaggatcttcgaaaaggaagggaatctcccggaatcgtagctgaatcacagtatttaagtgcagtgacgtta
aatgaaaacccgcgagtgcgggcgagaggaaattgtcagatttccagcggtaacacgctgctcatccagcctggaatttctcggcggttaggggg
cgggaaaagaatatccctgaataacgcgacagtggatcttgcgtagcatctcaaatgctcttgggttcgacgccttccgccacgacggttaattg
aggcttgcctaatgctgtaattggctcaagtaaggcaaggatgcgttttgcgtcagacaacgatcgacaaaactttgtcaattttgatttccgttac
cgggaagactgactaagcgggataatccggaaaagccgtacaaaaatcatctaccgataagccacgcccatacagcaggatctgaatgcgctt
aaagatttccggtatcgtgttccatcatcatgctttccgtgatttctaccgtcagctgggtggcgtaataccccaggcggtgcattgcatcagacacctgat
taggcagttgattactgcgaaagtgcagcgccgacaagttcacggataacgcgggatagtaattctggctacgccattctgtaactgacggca
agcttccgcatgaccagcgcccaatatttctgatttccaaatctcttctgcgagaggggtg

Table S4. The sequences of clone PCR products used to identify the diploid *E. coli* strain.F₁R₁ >1320 bp

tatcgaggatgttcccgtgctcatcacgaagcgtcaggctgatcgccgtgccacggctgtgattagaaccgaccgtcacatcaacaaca
 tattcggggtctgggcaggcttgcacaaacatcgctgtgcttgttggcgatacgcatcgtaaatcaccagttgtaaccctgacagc
 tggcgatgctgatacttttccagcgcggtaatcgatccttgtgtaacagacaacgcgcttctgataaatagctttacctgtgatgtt
 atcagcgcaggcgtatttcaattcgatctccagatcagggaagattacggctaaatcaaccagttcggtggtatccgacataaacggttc
 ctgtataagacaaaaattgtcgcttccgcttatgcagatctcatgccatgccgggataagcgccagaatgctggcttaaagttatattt
 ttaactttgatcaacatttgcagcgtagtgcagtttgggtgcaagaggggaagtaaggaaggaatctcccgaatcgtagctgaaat
 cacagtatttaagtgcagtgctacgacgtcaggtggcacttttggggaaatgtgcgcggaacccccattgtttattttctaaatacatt
 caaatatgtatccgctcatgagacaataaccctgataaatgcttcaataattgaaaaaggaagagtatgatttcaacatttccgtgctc
 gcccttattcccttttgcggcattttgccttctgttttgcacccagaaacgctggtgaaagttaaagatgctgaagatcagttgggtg
 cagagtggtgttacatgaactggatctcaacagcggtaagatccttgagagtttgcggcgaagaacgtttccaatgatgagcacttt
 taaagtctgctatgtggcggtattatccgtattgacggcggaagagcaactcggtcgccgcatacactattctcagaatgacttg
 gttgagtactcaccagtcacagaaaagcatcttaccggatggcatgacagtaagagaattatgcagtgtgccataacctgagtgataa
 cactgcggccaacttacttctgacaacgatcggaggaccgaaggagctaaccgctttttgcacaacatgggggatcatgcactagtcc
 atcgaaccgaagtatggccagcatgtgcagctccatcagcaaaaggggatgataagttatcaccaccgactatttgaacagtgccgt
 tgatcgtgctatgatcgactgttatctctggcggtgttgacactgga

F₂R₂ >2134 bp

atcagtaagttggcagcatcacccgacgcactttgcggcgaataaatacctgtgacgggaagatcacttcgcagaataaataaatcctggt
 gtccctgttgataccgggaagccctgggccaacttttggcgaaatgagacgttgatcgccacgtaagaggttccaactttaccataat
 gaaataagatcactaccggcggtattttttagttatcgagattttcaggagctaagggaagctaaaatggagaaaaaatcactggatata
 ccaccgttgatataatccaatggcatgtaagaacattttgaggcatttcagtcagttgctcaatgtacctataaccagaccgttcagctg
 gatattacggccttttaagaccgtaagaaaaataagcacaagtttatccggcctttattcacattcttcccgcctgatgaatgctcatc
 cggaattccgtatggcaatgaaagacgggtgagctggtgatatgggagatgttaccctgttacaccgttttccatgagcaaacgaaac
 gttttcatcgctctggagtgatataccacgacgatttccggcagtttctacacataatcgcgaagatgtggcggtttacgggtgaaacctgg
 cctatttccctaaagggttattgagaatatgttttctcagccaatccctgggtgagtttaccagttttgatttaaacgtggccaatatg
 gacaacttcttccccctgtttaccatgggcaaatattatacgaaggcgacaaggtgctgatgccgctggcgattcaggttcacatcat
 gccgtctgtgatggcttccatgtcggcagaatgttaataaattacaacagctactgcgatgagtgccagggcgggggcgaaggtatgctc
 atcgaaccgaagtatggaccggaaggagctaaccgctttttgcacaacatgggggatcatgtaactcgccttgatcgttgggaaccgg
 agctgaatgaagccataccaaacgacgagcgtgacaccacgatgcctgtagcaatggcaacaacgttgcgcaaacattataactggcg
 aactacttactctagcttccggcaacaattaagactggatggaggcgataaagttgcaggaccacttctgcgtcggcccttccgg
 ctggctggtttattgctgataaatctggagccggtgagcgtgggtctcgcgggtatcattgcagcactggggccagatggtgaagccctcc
 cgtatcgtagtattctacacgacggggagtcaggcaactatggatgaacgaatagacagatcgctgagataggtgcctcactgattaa
 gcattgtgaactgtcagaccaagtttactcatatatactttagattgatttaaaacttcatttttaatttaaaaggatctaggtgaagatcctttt
 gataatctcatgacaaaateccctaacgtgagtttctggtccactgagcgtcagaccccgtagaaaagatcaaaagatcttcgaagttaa
 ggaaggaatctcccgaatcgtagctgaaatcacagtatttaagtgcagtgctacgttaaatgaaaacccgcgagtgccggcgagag
 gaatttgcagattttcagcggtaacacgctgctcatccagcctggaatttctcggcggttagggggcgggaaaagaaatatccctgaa
 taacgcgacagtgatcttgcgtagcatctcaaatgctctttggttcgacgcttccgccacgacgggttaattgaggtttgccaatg
 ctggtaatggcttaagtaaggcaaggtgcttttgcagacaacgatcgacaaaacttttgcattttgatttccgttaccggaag
 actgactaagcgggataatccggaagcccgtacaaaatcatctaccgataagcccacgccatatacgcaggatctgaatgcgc
 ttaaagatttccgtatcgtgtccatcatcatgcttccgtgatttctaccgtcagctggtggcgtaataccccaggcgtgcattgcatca
 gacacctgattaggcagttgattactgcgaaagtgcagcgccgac

F₁R₂^{WT} >1102 bp

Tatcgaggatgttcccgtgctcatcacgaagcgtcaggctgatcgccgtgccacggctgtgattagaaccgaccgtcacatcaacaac
 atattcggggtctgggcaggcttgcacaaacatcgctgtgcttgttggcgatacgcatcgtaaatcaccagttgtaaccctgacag
 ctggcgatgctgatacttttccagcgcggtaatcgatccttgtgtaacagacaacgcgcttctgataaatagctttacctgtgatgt
 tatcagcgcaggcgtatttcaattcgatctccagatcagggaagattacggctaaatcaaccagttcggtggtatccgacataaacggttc
 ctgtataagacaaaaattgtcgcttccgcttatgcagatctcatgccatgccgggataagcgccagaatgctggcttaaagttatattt

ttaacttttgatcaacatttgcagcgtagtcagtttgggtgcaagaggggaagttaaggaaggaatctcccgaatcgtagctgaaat
 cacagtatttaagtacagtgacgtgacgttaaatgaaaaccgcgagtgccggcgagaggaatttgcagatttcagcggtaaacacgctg
 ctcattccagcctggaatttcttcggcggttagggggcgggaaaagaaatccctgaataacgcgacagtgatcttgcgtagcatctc
 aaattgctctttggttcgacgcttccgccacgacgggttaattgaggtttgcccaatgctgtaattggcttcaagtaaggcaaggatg
 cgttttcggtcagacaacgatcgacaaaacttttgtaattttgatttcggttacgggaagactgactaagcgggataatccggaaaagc
 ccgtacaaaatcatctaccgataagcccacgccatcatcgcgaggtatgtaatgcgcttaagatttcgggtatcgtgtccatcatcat
 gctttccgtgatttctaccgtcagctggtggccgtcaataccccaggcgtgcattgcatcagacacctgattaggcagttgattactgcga
 aagtgcagcgccgac

F₁R₂^{Amp} >2337 bp

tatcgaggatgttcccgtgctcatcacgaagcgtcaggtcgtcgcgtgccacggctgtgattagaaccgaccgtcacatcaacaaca
 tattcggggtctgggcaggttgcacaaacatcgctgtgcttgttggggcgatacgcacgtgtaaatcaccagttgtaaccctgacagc
 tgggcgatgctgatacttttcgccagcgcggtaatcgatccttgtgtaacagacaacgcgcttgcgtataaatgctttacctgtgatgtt
 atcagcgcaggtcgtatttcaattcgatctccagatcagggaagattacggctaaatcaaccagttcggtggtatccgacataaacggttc
 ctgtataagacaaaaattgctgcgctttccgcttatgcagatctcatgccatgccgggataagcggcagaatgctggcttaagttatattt
 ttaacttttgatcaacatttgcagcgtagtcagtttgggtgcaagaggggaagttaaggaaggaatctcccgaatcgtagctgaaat
 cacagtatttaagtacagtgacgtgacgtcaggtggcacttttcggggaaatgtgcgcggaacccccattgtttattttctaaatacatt
 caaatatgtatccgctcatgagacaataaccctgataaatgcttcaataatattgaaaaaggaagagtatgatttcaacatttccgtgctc
 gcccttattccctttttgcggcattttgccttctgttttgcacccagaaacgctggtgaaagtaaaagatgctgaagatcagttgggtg
 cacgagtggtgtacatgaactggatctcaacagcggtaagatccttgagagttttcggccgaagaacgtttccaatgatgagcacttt
 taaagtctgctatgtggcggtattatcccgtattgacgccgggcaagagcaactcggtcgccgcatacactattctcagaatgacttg
 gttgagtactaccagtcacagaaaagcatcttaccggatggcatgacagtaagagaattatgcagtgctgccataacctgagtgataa
 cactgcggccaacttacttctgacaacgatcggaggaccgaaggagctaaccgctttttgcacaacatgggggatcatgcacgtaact
 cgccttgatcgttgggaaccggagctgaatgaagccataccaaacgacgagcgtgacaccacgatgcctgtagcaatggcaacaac
 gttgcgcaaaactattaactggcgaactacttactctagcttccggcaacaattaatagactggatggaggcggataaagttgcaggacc
 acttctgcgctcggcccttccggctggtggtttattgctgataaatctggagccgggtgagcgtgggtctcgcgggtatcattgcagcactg
 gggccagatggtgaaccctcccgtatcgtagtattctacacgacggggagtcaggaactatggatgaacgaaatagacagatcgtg
 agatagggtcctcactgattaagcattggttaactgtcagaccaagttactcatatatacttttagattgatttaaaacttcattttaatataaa
 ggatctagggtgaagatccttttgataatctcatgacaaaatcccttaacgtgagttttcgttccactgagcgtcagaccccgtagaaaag
 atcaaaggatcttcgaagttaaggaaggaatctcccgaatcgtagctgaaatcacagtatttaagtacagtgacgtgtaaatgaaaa
 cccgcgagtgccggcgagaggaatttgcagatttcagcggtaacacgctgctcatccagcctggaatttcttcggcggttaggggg
 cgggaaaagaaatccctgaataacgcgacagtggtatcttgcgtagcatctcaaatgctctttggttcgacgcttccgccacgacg
 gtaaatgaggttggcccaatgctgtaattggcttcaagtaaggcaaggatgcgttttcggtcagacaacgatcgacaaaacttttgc
 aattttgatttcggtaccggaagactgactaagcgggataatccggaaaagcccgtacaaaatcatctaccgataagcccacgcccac
 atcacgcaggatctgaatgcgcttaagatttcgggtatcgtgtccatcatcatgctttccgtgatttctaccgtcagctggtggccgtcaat
 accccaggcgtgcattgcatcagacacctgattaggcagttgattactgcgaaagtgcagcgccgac

F₁R₂^{Cm} >3482 bp

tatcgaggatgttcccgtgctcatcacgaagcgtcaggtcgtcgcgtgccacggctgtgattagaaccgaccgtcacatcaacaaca
 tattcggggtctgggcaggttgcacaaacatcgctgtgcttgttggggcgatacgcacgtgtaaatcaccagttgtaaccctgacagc
 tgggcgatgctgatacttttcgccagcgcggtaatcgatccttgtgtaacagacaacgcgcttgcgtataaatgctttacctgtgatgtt
 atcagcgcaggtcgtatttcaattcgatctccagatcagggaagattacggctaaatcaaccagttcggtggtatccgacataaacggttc
 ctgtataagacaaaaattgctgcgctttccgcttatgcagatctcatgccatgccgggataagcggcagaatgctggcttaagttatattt
 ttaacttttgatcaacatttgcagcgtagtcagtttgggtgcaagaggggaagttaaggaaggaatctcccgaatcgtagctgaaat
 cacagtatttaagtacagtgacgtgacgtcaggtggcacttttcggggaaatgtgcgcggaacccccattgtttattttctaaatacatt
 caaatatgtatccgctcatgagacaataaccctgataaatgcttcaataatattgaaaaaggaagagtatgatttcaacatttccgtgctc
 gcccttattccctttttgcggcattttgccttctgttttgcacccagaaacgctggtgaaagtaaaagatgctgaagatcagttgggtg
 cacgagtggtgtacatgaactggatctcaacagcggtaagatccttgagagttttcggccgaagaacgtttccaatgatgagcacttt
 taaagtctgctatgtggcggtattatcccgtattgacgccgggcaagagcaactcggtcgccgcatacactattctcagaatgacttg
 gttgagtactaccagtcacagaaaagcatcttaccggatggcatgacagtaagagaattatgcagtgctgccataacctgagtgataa
 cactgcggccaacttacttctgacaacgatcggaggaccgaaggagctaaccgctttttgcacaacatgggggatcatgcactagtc

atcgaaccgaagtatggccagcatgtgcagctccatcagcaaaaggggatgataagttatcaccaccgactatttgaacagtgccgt
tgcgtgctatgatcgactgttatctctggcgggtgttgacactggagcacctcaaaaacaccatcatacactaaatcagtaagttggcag
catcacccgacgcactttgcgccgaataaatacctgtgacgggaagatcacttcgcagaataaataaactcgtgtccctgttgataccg
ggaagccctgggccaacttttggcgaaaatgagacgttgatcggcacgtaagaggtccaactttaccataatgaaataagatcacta
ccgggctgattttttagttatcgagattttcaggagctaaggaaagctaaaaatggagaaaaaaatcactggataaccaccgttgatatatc
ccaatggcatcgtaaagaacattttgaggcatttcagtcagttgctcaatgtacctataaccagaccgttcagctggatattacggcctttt
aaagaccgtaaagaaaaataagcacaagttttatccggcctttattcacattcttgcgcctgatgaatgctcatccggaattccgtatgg
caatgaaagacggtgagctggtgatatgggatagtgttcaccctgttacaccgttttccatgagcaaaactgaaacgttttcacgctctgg
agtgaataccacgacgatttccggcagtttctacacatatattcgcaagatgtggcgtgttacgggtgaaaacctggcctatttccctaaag
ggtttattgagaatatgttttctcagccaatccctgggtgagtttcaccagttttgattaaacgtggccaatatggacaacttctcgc
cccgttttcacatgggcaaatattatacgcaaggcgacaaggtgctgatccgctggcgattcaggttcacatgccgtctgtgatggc
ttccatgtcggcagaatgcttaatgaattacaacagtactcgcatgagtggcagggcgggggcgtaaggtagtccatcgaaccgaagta
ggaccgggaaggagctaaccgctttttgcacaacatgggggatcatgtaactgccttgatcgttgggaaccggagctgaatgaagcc
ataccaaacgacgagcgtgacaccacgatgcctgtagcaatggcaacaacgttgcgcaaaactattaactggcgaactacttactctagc
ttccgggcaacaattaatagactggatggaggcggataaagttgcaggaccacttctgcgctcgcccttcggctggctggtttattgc
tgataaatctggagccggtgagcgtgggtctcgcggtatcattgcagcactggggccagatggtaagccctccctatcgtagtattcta
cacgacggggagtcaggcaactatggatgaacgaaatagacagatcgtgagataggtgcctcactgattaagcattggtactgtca
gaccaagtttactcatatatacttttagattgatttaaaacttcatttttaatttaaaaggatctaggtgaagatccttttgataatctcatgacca
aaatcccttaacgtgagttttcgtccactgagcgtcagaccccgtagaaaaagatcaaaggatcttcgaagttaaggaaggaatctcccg
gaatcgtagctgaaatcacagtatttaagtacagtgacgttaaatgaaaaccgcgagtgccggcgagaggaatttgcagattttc
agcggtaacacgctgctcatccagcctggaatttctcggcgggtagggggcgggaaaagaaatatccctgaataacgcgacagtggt
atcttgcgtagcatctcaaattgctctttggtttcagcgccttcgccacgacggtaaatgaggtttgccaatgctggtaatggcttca
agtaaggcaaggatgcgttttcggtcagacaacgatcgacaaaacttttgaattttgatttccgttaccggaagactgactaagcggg
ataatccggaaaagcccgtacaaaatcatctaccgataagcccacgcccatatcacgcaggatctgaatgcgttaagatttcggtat
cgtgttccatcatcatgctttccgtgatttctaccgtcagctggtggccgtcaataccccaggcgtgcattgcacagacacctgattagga
agttgattactgcgaaagtgcagcgccgac

Table S5. The sequences of standard fragments for RT-PCR.*oriCF/R* >1228 bp

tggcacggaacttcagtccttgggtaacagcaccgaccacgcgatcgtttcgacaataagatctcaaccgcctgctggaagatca
 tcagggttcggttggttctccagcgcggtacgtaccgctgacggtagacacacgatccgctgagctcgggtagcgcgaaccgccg
 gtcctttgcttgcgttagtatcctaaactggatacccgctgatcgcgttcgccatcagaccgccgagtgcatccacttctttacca
 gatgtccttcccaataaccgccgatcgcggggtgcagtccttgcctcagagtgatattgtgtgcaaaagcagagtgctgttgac
 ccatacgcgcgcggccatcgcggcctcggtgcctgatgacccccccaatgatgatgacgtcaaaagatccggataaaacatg
 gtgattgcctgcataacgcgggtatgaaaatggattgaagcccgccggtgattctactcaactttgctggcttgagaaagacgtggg
 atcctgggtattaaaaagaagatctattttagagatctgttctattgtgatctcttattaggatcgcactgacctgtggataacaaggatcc
 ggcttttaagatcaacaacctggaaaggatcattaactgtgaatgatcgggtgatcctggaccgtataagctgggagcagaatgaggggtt
 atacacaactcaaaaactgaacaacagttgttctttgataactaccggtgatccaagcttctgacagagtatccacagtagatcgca
 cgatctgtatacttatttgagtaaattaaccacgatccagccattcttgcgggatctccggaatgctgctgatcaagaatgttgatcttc
 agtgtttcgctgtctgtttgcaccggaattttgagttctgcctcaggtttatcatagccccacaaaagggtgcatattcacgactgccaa
 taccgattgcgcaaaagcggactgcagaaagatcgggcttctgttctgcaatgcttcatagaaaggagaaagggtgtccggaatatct
 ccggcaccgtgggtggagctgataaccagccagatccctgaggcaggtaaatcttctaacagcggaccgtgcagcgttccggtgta
 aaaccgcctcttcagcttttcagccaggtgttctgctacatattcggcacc

queAF/R >1071 bp

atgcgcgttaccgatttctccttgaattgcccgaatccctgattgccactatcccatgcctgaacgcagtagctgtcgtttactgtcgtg
 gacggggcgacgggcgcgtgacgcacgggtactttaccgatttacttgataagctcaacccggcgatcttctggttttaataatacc
 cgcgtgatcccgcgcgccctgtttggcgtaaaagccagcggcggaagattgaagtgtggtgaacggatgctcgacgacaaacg
 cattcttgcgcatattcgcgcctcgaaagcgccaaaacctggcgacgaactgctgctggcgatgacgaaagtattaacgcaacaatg
 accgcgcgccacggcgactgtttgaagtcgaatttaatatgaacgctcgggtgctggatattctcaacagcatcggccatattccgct
 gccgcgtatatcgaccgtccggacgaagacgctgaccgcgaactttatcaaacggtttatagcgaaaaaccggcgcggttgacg
 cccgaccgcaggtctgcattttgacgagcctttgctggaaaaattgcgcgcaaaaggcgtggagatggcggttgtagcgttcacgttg
 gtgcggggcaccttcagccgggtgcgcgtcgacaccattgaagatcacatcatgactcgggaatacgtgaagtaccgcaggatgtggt
 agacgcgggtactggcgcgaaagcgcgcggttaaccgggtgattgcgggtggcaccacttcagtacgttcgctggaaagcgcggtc
 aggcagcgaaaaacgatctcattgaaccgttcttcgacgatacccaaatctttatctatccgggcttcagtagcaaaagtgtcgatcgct
 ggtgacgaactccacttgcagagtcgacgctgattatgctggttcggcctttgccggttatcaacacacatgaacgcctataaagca
 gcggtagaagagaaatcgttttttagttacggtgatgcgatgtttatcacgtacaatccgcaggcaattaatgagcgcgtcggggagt
 aa

ddpAF/R >1052 bp

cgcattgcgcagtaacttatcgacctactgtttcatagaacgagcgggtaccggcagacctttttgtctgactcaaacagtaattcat
 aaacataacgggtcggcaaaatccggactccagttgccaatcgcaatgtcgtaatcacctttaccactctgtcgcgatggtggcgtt
 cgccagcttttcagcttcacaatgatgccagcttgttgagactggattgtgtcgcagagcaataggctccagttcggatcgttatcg
 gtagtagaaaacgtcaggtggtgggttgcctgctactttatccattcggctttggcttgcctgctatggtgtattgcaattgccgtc
 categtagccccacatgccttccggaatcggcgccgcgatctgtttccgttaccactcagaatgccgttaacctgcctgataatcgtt
 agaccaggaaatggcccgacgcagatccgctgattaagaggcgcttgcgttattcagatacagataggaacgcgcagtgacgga
 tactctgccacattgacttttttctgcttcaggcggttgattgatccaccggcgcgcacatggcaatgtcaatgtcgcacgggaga
 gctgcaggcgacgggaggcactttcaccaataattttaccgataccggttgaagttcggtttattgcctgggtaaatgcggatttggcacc
 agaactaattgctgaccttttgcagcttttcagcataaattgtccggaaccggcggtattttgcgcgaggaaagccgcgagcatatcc
 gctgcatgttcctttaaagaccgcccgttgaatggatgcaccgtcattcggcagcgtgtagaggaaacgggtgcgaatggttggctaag
 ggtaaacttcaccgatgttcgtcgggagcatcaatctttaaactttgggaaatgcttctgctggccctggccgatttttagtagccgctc
 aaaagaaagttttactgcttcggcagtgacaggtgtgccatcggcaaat

catF/R >1055 bp

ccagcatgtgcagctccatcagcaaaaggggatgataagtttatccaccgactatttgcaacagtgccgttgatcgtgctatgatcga
 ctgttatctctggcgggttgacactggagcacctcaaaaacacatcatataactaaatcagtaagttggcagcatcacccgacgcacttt
 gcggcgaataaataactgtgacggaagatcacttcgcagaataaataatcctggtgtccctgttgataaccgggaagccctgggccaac

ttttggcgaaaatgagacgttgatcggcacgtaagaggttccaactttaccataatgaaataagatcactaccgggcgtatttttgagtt
 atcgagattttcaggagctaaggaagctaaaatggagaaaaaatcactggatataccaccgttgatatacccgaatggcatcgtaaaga
 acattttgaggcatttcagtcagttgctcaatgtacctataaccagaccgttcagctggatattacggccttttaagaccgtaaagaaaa
 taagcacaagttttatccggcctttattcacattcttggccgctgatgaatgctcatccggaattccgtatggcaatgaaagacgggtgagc
 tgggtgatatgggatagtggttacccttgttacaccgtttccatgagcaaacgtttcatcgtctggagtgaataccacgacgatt
 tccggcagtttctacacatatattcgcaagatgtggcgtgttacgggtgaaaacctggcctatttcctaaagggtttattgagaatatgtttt
 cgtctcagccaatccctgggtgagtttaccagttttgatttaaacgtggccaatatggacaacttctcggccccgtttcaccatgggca
 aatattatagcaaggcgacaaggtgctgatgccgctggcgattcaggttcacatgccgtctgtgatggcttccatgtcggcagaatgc
 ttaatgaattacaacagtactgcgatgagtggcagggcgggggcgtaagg

dosPF/R >1076 bp

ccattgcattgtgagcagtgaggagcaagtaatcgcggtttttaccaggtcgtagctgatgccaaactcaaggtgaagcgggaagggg
 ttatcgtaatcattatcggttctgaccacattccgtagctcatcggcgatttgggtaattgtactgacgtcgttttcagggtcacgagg
 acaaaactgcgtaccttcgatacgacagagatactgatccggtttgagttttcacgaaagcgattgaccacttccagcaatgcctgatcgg
 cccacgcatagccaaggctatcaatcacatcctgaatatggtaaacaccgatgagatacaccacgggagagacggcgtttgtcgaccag
 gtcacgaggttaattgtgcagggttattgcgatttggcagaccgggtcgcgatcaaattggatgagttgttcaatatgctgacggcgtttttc
 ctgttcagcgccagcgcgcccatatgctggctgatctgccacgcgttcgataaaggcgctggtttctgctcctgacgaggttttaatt
 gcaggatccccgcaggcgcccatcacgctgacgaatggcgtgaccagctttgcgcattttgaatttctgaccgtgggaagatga
 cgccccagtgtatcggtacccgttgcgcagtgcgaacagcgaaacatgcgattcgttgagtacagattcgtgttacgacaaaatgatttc
 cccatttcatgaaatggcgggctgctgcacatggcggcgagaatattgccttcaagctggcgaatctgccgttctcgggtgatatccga
 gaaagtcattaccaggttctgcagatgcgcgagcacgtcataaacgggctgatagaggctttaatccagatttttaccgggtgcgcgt
 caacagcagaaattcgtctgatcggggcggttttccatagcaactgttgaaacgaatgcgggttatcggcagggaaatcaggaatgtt
 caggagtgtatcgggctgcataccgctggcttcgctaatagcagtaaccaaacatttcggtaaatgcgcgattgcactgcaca

trmDF/R >1224 bp

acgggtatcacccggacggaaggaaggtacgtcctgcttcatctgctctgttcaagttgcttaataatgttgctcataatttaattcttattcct
 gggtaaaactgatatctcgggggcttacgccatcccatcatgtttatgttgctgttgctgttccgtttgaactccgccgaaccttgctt
 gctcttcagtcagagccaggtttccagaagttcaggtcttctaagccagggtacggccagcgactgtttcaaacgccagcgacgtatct
 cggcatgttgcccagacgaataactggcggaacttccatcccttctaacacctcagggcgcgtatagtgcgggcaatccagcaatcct
 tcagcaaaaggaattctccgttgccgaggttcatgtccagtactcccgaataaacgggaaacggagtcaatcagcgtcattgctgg
 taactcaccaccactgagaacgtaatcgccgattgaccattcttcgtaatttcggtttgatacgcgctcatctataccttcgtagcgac
 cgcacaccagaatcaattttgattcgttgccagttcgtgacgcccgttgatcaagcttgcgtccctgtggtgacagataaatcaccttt
 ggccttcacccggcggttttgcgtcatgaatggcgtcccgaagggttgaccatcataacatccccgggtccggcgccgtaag
 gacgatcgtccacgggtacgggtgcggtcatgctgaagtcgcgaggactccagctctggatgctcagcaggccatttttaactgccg
 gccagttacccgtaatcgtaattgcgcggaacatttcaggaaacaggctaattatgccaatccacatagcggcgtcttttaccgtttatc
 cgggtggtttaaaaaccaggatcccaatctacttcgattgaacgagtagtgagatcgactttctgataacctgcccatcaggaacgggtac
 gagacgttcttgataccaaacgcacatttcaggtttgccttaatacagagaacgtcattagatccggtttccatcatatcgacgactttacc
 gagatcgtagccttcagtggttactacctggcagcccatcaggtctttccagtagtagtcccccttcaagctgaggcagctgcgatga
 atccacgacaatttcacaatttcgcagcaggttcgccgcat

Table S6. The sequences of RT-PCR products.*oriCqF/R* >108 bp

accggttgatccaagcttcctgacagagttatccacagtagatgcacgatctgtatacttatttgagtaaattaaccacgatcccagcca
ttcttctgccggatct

queAqF/R >109 bp

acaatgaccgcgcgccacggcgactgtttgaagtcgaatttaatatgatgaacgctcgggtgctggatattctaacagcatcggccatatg
ccgctgccgccgtatatcg

ddpAqF/R >105 bp

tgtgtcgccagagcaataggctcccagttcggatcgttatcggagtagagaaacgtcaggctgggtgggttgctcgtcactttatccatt
cggctttggcttct

catqF/R >111 bp

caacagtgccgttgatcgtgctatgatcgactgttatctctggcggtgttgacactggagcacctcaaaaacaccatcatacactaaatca
gtaagttggcagcatcaccc

dosPqF/R >108 bp

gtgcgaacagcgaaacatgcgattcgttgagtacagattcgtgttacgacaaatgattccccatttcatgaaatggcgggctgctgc
acatggcggcgagaatat

trmDF/R >115 bp

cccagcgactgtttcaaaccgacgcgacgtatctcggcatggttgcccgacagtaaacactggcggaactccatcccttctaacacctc
aggccgcgtatagtgcgggcaatcca

How the deposited data were processed for this re-analysis (not part of the article)

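RNA-seq of the haploid wild type MG1655 and of the diploid *E. coli*, 3 cultures of each in the exponential phase, was re-analysed from the deposited values. By the paper, strand-specific libraries were sequenced as paired-end reads, reads with adapters, unknown bases or low quality were removed, the others were aligned with Bowtie2 (2.3.4.3) to the genome that the authors assembled, and HTSeq counted the reads of each gene. The strand setting of HTSeq is not named in the paper's text. For each library the authors give a read count, an FPKM value and a length per gene. The counts were checked to be whole numbers whose totals differ between libraries. The FPKM values follow from the counts and lengths with 1 denominator per library, which is 0.952 to 1.06 times the library total, and they were not used for any test. The gene lengths equal those of ASM584v2 for 4598 of 4609 genes. The table of ASM584v2 was used for names and for the order of genes only. The resistance genes of the cassette were not analysed here. Of the paper's other measurements, its stated qPCR values entered in 1 ratio given in the closing section. Its sequencing depths and doubling times are mentioned there without values.

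Total counts were 2617616 to 2724035 per haploid library and 2687812 to 3110846 per diploid library. Intervals and limits from counts cover counting error only. Genes were filtered with filterByExpr and scaled with TMM factors in edgeR 4.0.16 under R 4.3.3, and diploid was tested against haploid with its quasi-likelihood test and Benjamini-Hochberg adjustment. The common biological coefficient of variation was 0.107. Levels are CPM after TMM scaling. Standard errors were derived from the fitted coefficient and its F statistic. Gene lists were compared with all other genes by camera in limma 3.58.1, two-sided, with adjustment over the 25 lists. Comparisons of a single value between 3 and 3 libraries used an exact two-sided permutation test, for which 0.1 is the smallest possible p. The first principal component of log2 CPM held 86.0% of the variance and parted the strains. Counts of libraries of the same strain differed by more than counting error in every pair. The replicate numbers gave no sign of pairing, with correlations of deviations of 0.05, -0.03 and 0.16 between haploid and diploid libraries of the same number.

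The 25 lists, written from general knowledge of *E. coli*, cover cell division, peptidoglycan, lipopolysaccharide, the SOS response, recombination and excision repair, replication and segregation, ribosomal proteins, the general stress response, acid resistance, heat shock, envelope stress, flagella and chemotaxis, type 1 fimbriae, the tricarboxylic acid cycle, the respiratory chain, glycolysis, anaerobic respiration and fermentation, iron acquisition, amino acid synthesis, purine and pyrimidine synthesis, cold shock, the mar/sox regulon, the prophages e14 and rac, and the genes around the editing locus. Fig. 5 had been seen when the lists were written, and its genes are in the lists of cell division, peptidoglycan and lipopolysaccharide. Of 801 entries, 798 were matched. Genes are named by a rule: those that the paper names or Fig. 5 labels, the loci of its qPCR, the 10 largest rises and 10 largest falls among genes with a mean of at least 10 CPM and no overlap between strains, and up to 2 risen and 2 fallen members of each list with the smallest adjusted p. The bars of Fig. 5 had been seen when this rule was written. Genes outside the rule were chosen after their values were seen: narK, narH, narJ, narI, narV, narW, narY, narZ, nirC, nirD, nrfA, adhE, napF, dcuB, fdnG, fdnH, fdnI, gadA, fabI, hrpA, fnr, tpx, tyrR, mraZ, lpxC, pyrD and tnaA.

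Position was tested by the Spearman correlation across genes between fold change and distance from oriC in gene order, with a p from all circular shifts. The stretch from yciW to ydgD was found after seeing the data, as the run of neighbouring tested genes with the highest sum of log2 fold change minus 0.5, each value limited to 2 in size, and was compared with 1000 permutations of blocks of 20 neighbouring genes. Also after seeing the data, the search was repeated without the members of the lists, and with permutations that kept the trend with distance from oriC, taken as medians of 20 groups of genes by distance with the stretch included. On simulated counts, edgeR found 14% of genes changed by 1.25-fold, 50% by 1.5-fold, 80% by 2-fold and 100% by 4-fold, with 4 false calls among 3388 genes, and DESeq2 found 12%, 46%, 72% and 100% with 2 false calls. Camera found 1 of 1 shifted list and called 0 of 20 unshifted lists. The position test called 15 of 200 draws without a trend and 93 of 200 draws with one, and the search found 200 of 200 planted stretches.

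The alternatives were DESeq2 1.42.0, which is the tool of the study in a later version, RLE and upper-quartile factors, total library size only, no filter on low counts, a mean of at least 50 counts, a test against a fold change of 1.5 (glmTreat), the replicate number as an additional term, abundant RNA left out, an estimated correlation in camera, and each library left out in turn. Leaving out the stretch was added after seeing the data.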

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

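The tests of explanations in this part were all chosen after the results were seen, while the gene lists and their set tests were planned; the stretch of neighbouring genes was also defined afterwards.

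Signals appeared in genes that the paper does not discuss. All 22 tested genes of the general stress response under RpoS were higher in the diploid, also when adjusted over the list alone, with a median log2 fold change of 1.86 (camera, adjusted p = 4.06e-18, adjusted p = 0.0157 with an estimated correlation, and adjusted p = 0.252 with an estimated correlation and the replicate block). They included dps (2.40) and osmC (2.73). Of 13 acid resistance genes, 12 were higher and 0 lower, and 12 when adjusted over the list alone, with a median of 3.28 (camera, adjusted p = 4.59e-19, and adjusted p = 0.0880 with an estimated correlation), among them hdeA (3.77) and gadC. Of 40 genes of anaerobic respiration and fermentation, 27 were higher, 7 lower and 6 did not pass (27 and 8 when adjusted over the list alone), and 11 lower without haploid replicate 3, with a median of 1.67 (camera, adjusted p = 1.35e-06, and adjusted p = 0.462 with an estimated correlation). Hydrogenase and dimethyl sulfoxide reductase genes such as hyaB and dmsC (3.34) rose, while narG (-3.83) and nirB fell.

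Of 25 genes of purine and pyrimidine synthesis, 14 were higher and 1, pyrG (-0.37), was lower, also when adjusted over the list alone, with a median of 0.39 (camera, adjusted p = 1.68e-06, and adjusted p = 0.0589 with an estimated correlation). Of 8 genes of type 1 fimbriae, 7 were higher, such as fimA (2.16) and fimI (1.97), and 1, the recombinase gene fimB (-1.45), was lower, also when adjusted over the list alone, with a median of 1.84 (camera, adjusted p = 0.0157, adjusted p = 0.28 with an estimated correlation, and 0.0518 among genes with a mean of at least 50 counts). Of 18 genes of the tricarboxylic acid cycle, 9 were higher and 5 lower (10 and 5 when adjusted over the list alone), with a median of 0.29 (camera, adjusted p = 0.0302, adjusted p = 0.462 with an estimated correlation, 0.0501 among genes with a mean of at least 50 counts and 0.0786 without haploid replicate 1). The higher ones included acnA (1.68) and fumB (4.10), and the lower ones sdhC (-1.36) and sucD (-0.60).

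The stretch from yciW to ydgD had a median log2 fold change of 1.14, its search score of 124 was above the highest of 1000 permutations of the gene order (70.6), and each diploid library showed it, with medians of 1.12, 1.09 and 1.11 over the haploid mean. Without the members of the gene lists, the search found 165 genes from ycjW to ydgD. No permutation reached its score (p = 0.000999, the smallest they can give). This cannot speak on wider regulons, since 190 of the 225 tested stretch genes are in no list. A rise with distance from the origin stays possible: when the permutations kept that trend, 756 of 1000 reached the score (p = 0.756). That trend was estimated with the stretch's own genes and so holds part of the stretch. The 176 genes outside the stretch that lie as far from oriC had a median of 0.31 (79 higher, 33 lower). The stretch had 182 higher and 9 lower, but it was chosen by its high values, so this comparison does not settle the question. More DNA copies of the stretch than of the rest of the chromosome stay open: its 76 strongly expressed genes, such as fabI (1.32), hrpA (1.26), fnr (1.14), tpx (1.00) and tyrR (0.79), had a median of 1.19, but this decides nothing, since the stretch was defined by its high fold changes. The paper's qPCR values for ddpA and dosP relative to queA and oriC come to 1.11 times the haploid ratio in the diploid, on other DNA samples and with another haploid strain, and DNA of these cultures was not analysed here. In the paper's DNA sequencing of the diploid, ampr at the editing site had a depth slightly below the average of the other sequences. That cannot decide on extra copies at this site. The average covers the whole chromosome, and the paper's qPCR had much more oriC than dosP in the diploid. No haploid depth is given, and it was other DNA and a single site of the stretch. A regional change of transcription was not tested, and because the haploid here lacks the cassette, a change that came with the editing and not with the doubling could look the same.

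Among the listed anaerobic genes, narG, narH, narJ, narI, nirB and nirD of nitrate and nitrite reduction went the opposite way from most others. The nitrite reductase gene nrfA did not pass (0.14, adjusted p = 0.70 from edgeR). Genes of another nitrate reductase, outside the list but in the stretch, had positive log2 fold changes: narZ (1.64), narY (1.70), narW (2.24) and narV (1.28). The highest log2 fold change among narG, narH, narJ, narI, nirB and nirD was -1.59 (standard error 0.29), which argues against less oxygen in the diploid cultures as the only cause for these genes. Less nitrate in the diploid cultures may be part of it but stays open. Of 10 other nitrate-responsive genes, 4 passed and changed as less nitrate would give: narK (-2.85), nirC, dcuB (3.85) and fumB. The genes fdnG (-0.48), fdnH (-0.74) and fdnI (-0.70), which lie in the stretch, went that way too but did not pass the edgeR test. The genes adhE (-0.72) and napF (-2.07), which were assumed to rise with less nitrate, fell. These genes are not independent, since fumB and dcuB are neighbours.

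The rise of the RpoS and acid resistance genes was in every diploid library, with 1.75 as the lowest library median over the RpoS list, which argues against a single culture at another growth stage. The stretch is argued against as the cause for the RpoS genes, which had a median of 1.81 outside it, while the median of the acid resistance genes was 1.58 outside it, against 3.28 in all, with gadB and gadC inside it. Slower growth or a later growth stage of the diploid cultures is a candidate explanation, and the median of the ribosomal protein genes was -0.37. In other cultures, the paper measured a longer doubling time in the diploid than in the wild type, with and without antibiotics. This cause cannot be told apart from the diploid status itself, because all 3 diploid cultures share it. No optical density per culture was used here. Antibiotics in the diploid cultures, which the paper's text and the labels neither state nor exclude, stay open in the same way, for these and for the ribosomal and cell wall genes.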

How the results depend on the processing

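Leaving out the stretch was chosen after seeing the data, and the other alternatives were planned. No named gene that passed and no list that passed the set test turned direction, but the balance of all calls did, with more higher than lower genes in edgeR with TMM factors (1053 and 1016) and fewer with DESeq2 (915 and 943), upper-quartile factors (1007 and 1082), total library size only (928 and 1192) and no filter (1056 and 1074). The median over all genes was 0.00, and it was 0.03 with DESeq2, 0.02 with no filter, -0.03 with upper-quartile factors and -0.09 with total library size only, which moves lists with a median near 0. Of the values for single named genes, 2356 were unchanged in direction and call, 110 no longer passed and 3 newly passed; of the set tests, 364 were unchanged, 29 no longer passed and 2 newly passed; of the list counts, 825 stayed within 1.5 times and 71 did not. The 2069 calls became 1858 with DESeq2, 2120 with total library size only, 2150 with the replicate block and 1843 to 1994 with 1 library left out, and 1860 without the stretch; no shared call had the opposite sign. Against a fold change of 1.5, 907 genes passed (567 higher, 340 lower), with 3 lower and 1 higher in cell division, 7 and 2 in peptidoglycan, 12 and 0 in lipopolysaccharide, and in Fig. 5 with 2, 2 and 9 lower and 0 higher in each group: this test asks for a larger change. With total library size only, 0 cell division genes of Fig. 5 were higher. Leaving out 1 library gave 1 to 3 higher lipopolysaccharide genes, 0 to 1 higher cell division genes and 0 to 1 higher lipopolysaccharide genes of Fig. 5, and it moved counts of the SOS, replication, anaerobic, iron, respiratory, cold shock and flagella lists by over 1.5 times, as given beside them.

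The set tests of cell division and peptidoglycan gave 0.0541 and 0.0794 with a mean of at least 50 counts, where fewer genes are tested, and that of peptidoglycan 0.0741 without the stretch. With an estimated correlation, cell division, peptidoglycan and lipopolysaccharide gave 0.28, 0.462 and 0.0880. With the replicate block as well, they gave 0.514, 0.514 and 0.314, and the RpoS list gave 0.252. Without the block, the estimated correlation of the lipopolysaccharide, RpoS and purine and pyrimidine lists (0.00096, 0.0014 and -0.0045) was below the preset 0.01. The higher adjusted p of these lists is therefore not due to stronger correlation between their own members. The flagella list passed without the stretch (0.0422). The cause was not tested except where given. The median of the stretch was 1.12 with DESeq2, 1.10 with upper-quartile factors, 1.05 with total library size only, 1.11 without a filter, 1.19 with a mean of at least 50 counts and 1.12 to 1.17 with 1 library left out. Searched anew, the stretch had other edges with each library left out, with the replicate block, with a mean of at least 50 counts and with a threshold of 0.4 or 0.7, beginning between ompW and ycjW and ending between ydgD and ynjE, with 196 to 394 tested genes and medians of 0.90 to 1.17. At this depth and spread, small changes are often missed, as edgeR found 50% of simulated 1.5-fold changes. Distance in base pairs was not run, as only gene order was used, and the pseudocount alternatives apply to normalized values, which were not tested.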

Differences from the paper's values

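No fold change read from Fig. 5 differed from the value computed here. For all 41 genes the gap to the bar read by eye was at most 0.0363 on the log2 scale, with a median of 0.0239, and each had the direction that the figure shows, in edgeR and in DESeq2. Over the peptidoglycan and lipopolysaccharide lists, which are wider than the genes of Fig. 5, 61 of 113 genes (54.0%) were lower, 9 were higher and 43 did not pass, where the paper states that transcription was inhibited for the vast majority of cell wall synthesis genes. Over all genes tested, 1016 of 3588 were lower. Genes that did not pass may hold missed changes, as edgeR found 50% of simulated 1.5-fold changes. Both lists hold the Fig. 5 genes of these groups, which the study chose on the same samples. Of the Fig. 5 genes of these groups, 8 of 9 and 16 of 17 were lower. The exceptions that the paper names, ftsZ, lapA and ldtD, were higher here as well. The paper's methods name DESeq2 with an adjusted p for the comparison of the strains. They do not say whether the p-values printed beside these genes are that adjusted p, so those were not compared.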

Other observations

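The description of the division cluster, the comparison of ftsZ with ftsA and the count of splits were chosen or worded after the results were seen, and the lists and the position test were planned. Iron acquisition genes had the lowest median of all lists, -1.95. Of 38 tested, 31 were lower, 2 higher and 5 did not pass, with 31 and 2 when adjusted over the list alone and 4 higher without haploid replicate 3 (camera, adjusted p = 3.53e-18, and adjusted p = 0.266 with an estimated correlation). Genes for the uptake of ferric citrate and for the energy of outer membrane transport were among the lower ones, such as fecA (-4.11) and exbB (-4.24), and the iron-sulfur assembly genes sufA (1.11) and sufB (0.44) were the higher ones. Of 23 genes of the mar/sox regulon and drug efflux, 4 were higher and 4 lower, also when adjusted over the list alone (median 0.00, mean -0.09, camera, adjusted p = 0.44), with the manganese superoxide dismutase gene sodA at -4.27 and ompF at -0.93, and fumC at 1.66 and nfsA at 0.74. Of 19 heat shock genes, 13 were lower, 1 higher and 5 did not pass, also when adjusted over the list alone, with a median of -0.63 (camera, adjusted p = 2.29e-04, and adjusted p = 0.462 with an estimated correlation). The chaperone genes grpE (-1.81) and htpG (-1.77) fell, and hslJ (1.78), which lies in the stretch from yciW to ydgD, rose.

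In the cluster of 16 division and cell wall genes from mraZ to lpxC, the 13 genes from mraZ (-1.03) to ftsQ (-0.52) all fell, by edgeR, with the largest falls at ftsW (-1.18) and murG. The last 3 genes were not lower in the same test, with ftsA at -0.20, which passed in 3 alternatives, ftsZ at 0.38 and lpxC at -0.09 (adjusted p = 0.39 from edgeR). No trend along the cluster was tested. The ratio of ftsZ to ftsA in counts per length was 2.13 ± 0.0332 (SD, n = 3) in the haploid and 3.17 ± 0.277 (SD, n = 3) in the diploid. All 3 diploid ratios were above all 3 haploid ones (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The paper's discussion is about the ratio of the proteins, which RNA counts do not measure.

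The cultures were not irradiated, and the repair lists moved both ways. Of 25 SOS genes, 9 were higher and 7 lower, also when adjusted over the list alone (median 0.01, camera, adjusted p = 0.723). With any 1 library left out, 4 to 5 were lower, with 4 without haploid replicate 1 or diploid replicate 2. Over all 3588 genes tested, 1053 were higher and 1016 lower. Of the SOS genes, the excision repair genes uvrA (1.29) and uvrB (0.73) were higher and recX (-0.95) and ybfE (-0.92) lower. Of 38 genes of recombination and excision repair, 8 were higher and 10 lower, with 7 and 10 when adjusted over the list alone (median -0.07, camera, adjusted p = 0.723). The photolyase gene phr had 1.38, and recC (-1.16) and recR (-0.75) fell.

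Of 38 genes of flagella and chemotaxis, 20 were higher, such as flgE (1.16) and flgF (1.15), and 0 lower, with 18 when adjusted over the list alone and 1 lower without haploid replicate 2 (median 0.62, camera, adjusted p = 0.0768). Of 21 genes of envelope stress, 4 were higher and 8 lower, also when adjusted over the list alone, with a median of -0.17 and a mean of 0.06 (camera, adjusted p = 0.723). The phage shock genes pspA (1.98) and pspE (1.88), both in the stretch, rose, while cpxP (-1.41) and bamD (-0.59) fell. Of 30 genes of the respiratory chain and ATP synthase, 2, cydA (0.67) and cydB (0.60), were higher and 14 lower, such as atpI (-1.04) and nuoN (-0.85), also when adjusted over the list alone, with 4 higher without haploid replicate 3 (camera, adjusted p = 0.235). Of 16 genes of glycolysis and glucose uptake, 4 were higher and 6 lower, also when adjusted over the list alone (camera, adjusted p = 0.665), with ptsG (1.28) and pfkB (0.75) against gpmA (-0.90) and pykF (-0.72).

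Of 73 genes of amino acid synthesis, 17 were higher and 21 lower, with 17 and 20 when adjusted over the list alone. Their median was -0.06 and their mean 0.19 (camera, adjusted p = 0.821). The sulfite reductase gene cysI (4.59) and metK (1.22) rose, and the threonine genes thrC (-1.75) and thrB (-1.57) fell. Of 15 genes of cold shock, 2 were higher, cspI (0.87) and deaD (0.33), and 5 lower, such as cspG (-1.70) and infA (-1.11), also when adjusted over the list alone (camera, adjusted p = 0.207); deaD did not pass without haploid replicate 1 (adjusted p = 0.0687) or diploid replicate 1 (0.0536) or 2 (0.0510), which left 1 higher gene. Of 8 genes of the e14 prophage, 3 were higher, such as ymfE (1.62) and lit (1.34), and 0 lower, also when adjusted over the list alone (camera, adjusted p = 0.519). Of the other loci of the paper's qPCR, queA had -0.49 and trmD -0.31, and trmD did not pass without diploid replicate 2 (adjusted p = 0.0554) or 3 (0.0556).

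Fold changes were higher away from the origin of replication, but not past the threshold. The Spearman correlation across genes was 0.27 (p = 0.0831 over all circular shifts), with a median of -0.16 in the 897 genes nearest oriC and 0.42 in the 897 farthest from it. Without the stretch, an alternative added after seeing the data, it was 0.18 (p = 0.0919 from the same permutation by circular shifts). This test can miss a trend, as it called 93 of 200 draws with a planted trend and 15 of 200 without one.

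The 6 libraries can be split into 3 and 3 in 10 ways, and the real split, 1 of 10, gave the most calls for each result. It had 2069 genes, 22 cell division, 39 peptidoglycan, 31 lipopolysaccharide and 41 Fig. 5 genes, while the highest of the other splits was 0 in each (edgeR, with 16 to 54 genes at an unadjusted p under 0.05, against 2243). With 10 splits the share cannot fall under 0.05. Each of the other splits mixed both strains in both groups, so the strain difference added to the spread within groups. The count therefore shows only that the strains differ and not why.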
